# Differential B-Cell Receptor Signaling Requirement for Adhesion of Mantle Cell Lymphoma Cells to Stromal Cells

**DOI:** 10.3390/cancers12051143

**Published:** 2020-05-02

**Authors:** Laia Sadeghi, Gustav Arvidsson, Magali Merrien, Agata M. Wasik, André Görgens, C.I. Edvard Smith, Birgitta Sander, Anthony P. Wright

**Keywords:** B-cell receptor signaling, mantle cell lymphoma, ibrutinib, acalabrutinib, CXCR4, RNA sequencing, ICAM1, BTK, S1PR1, coculture

## Abstract

Interactions between lymphoma cells and stromal cells play a key role in promoting tumor survival and development of drug resistance. We identified differences in key signaling pathways between the JeKo-1 and REC-1 mantle cell lymphoma (MCL) cell lines, displaying different patterns of stromal cell adhesion and chemotaxis towards stroma-conditioned medium. The identified adhesion-regulated genes reciprocated important aspects of microenvironment-mediated gene modulation in MCL patients. Five-hundred and ninety genes were differently regulated between the cell lines upon adhesion to stromal cells, while 32 genes were similarly regulated in both cell lines. Regulation of B-cell Receptor (BCR) signature genes in adherent cells was specific for JeKo-1. Inhibition of BCR using siRNA or clinically approved inhibitors, Ibrutinib and Acalabrutinib, decreased adhesion of JeKo-1, but not REC-1 cells. Cell surface levels of chemokine receptor CXCR4 were higher in JeKo-1, facilitating migration and adhesion of JeKo-1 but not REC-1 cells. Surface levels of ICAM1 adhesion protein differ for REC-1 and JeKo-1. While ICAM1 played a positive role in adherence of both cell lines to stromal cells, S1PR1 had an inhibitory effect. Our results provide a model framework for further investigation of mechanistic differences in patient-response to new pathway-specific drugs.

## 1. Introduction

During the last decade, treatment approaches to hematological disorders have shifted from aggressive chemotherapy regimens towards specific targeted therapies that aim to reduce side effects and increase treatment efficiency. However, despite progress, there are problems to overcome for patients that are refractory to treatment or that relapse due to minimal residual disease or acquisition of drug resistance [1,2]. Mantle cell lymphoma (MCL) is a B-cell non-Hodgkin lymphoma (NHL) accounting for 7–9% of all lymphomas in Europe, and 6% in the United States [3,4]. MCL is characterized by the chromosomal translocation t(11;14)(q13;q32), which leads to aberrant cell cycle progression [5,6]. Most patients diagnosed with MCL are at advanced stage with extranodal involvement, including bone marrow, spleen, and the gastrointestinal tract [7,8].

MCL cells proliferate and survive in microenvironment niches, where they receive growth and survival signals from nonmalignant cells [9,10]. Interactions between MCL cells and their microenvironment are mediated by a complex network of cell adhesion molecules and cell surface signaling molecules as well as cytokines and their receptors [11,12,13]. Cells in the MCL microenvironment secrete cytokines, chemokines, and other soluble molecules that are important for tumor cell trafficking, homing, survival, and drug resistance. For example, stromal cells in secondary lymphatic tissues constitutively secrete chemokines, such as CXCL12, that facilitate homing and survival of tumor cells expressing its main receptor, CXCR4 [14,15]. MCL cells express high surface CXCR4 levels, and CXCR4 inhibition by the clinically approved antagonist, Plerixafor (also named AMD3100), reduces MCL cell migration and disrupts microenvironment interaction [16,17,18].

The B-cell receptor (BCR) is required for normal B-cell differentiation and maturation in different microenvironmental niches [19]. BCR signaling is mediated by multiple downstream signaling pathways, including phosphatidalyinositol-3-kinase (PI3K) and Bruton’s tyrosine kinase (BTK) [20]. BTK is essential for BCR signaling and for signal propagation to several downstream pathways [20,21] leading to activation of multiple kinases involved in cytokine release, cell migration, and cell adhesion [22,23,24].

The BCR is implicated in the pathogenesis of MCL where microenvironment-induced BCR activation enhances MCL survival and drug resistance [12,25]. Ibrutinib, previously called PCI-32765, is a clinically approved drug that covalently binds to BTK, inhibiting its kinase activity irreversibly [26,27]. Ibrutinib has been granted breakthrough therapy designation for the treatment of patients with MCL and chronic lymphocytic leukemia (CLL) [28]. In CLL, Ibrutinib causes redistribution of tumor cells from lymph nodes (LN) into the peripheral blood (PB) and inhibits their migration towards CXCL12 gradients [26,29,30]. Furthermore, Ibrutinib treatment of MCL reduced the secretion of the BCR-associated chemokines CCL3 and CCL4 and decreased the number of adherent cells in coculture [31]. For patients with relapsed or refractory MCL or CLL after conventional treatment, Ibrutinib is considered the drug of choice [32]. However, some patients do not respond to Ibrutinib treatment. It would therefore be important to identify predictive biomarkers to predetermine which patients will benefit from targeted therapies such as Ibrutinib.

Several in vitro systems have been established to model tumor microenvironment interactions that are important in B-cell lymphomas [16,33]. We recently developed a coculture system and gene expression analysis workflow that offers a way to systematically analyze microenvironment interactions between MCL cells and stromal cells in a controlled in vitro environment that can be used to study characteristics such as drug sensitivity [34]. We identified 1050 genes that are regulated differentially in stromal cell-adhered MCL cells compared to MCL cells in the suspension fraction of the coculture, and many of these genes are also differentially expressed in LN compared to PB in MCL and CLL patients [23,34,35]. Thus, the model system reflects important aspects of microenvironment interactions observed in patients and facilitates specific modeling of highly relevant processes such as microenvironment-mediated drug resistance. Using this model system, we sought to identify signaling pathways required for adhesion of MCL cells to stromal cells in MCL cells of different origin. To this end, we comprehensively compared global transcript level changes in two different MCL cell lines upon adhesion to stromal cells and here report differential gene expression profiles that differ depending on the origin of the tumor cells.

## 2. Results

### 2.1. Different Adhesion of JeKo-1 and REC-1 MCL Cells to Stroma

JeKo-1 cells adhere strongly to stromal cells (MS-5) in coculture [34]. To compare REC-1 to JeKo-1, each of the cell lines were cocultured with MS-5 cells and the ratio of bound MCL cells to stromal cells was analyzed at different time points using flow cytometry of fluorescently labeled cells (Figures S1 and Figure S2A). Like JeKo-1, REC-1 cells bound stromal cells stably, but the ratio of adhered REC-1 cells to stromal cells quickly reached a plateau following an initial increase, while for JeKo-1, stromal adhesion continued to increase at later times (Figure 1A). There was no apparent difference between JeKo-1 and REC-1 cells with regard to strength of binding to stromal cells after 4 h, as judged by resistance to vigorous agitation (Figure S2B).

Transwell assays for quantification of cellular migration indicated that JeKo-1 cells migrated more efficiently than REC-1 cells, while both JeKo-1 and REC-1 migrated more efficiently towards conditioned medium than to medium alone (Figure 1B). In both settings, we could exclude that the lower migration and adhesion capacity of REC-1 cells was due to reduced viability of REC-1 cells (Figure S2C). We concluded that JeKo-1 and REC-1 cells likely use different mechanisms for microenvironment communication and hypothesized that those mechanisms could be revealed by global gene expression profiling.

### 2.2. Adhesion to Stroma Affects Global Gene Expression Differently in JeKo-1 and REC-1 Cells

mRNA was extracted from JeKo-1 and REC-1 cells after 24 h coculture with MS-5 cells. 

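The REC-1 values given with the results below were computed from the deposited gene counts of REC-1, an MCL cell line, and of MS-5, a mouse stromal cell line. JeKo-1 libraries were not analysed here. There were 4 libraries each of monocultured REC-1 cells (Sep), REC-1 cells in suspension above MS-5 (Susp), REC-1 cells adhered to MS-5 (Adh) and MS-5 cells alone. The authors assigned read pairs to human or mouse with Xenome, aligned them with STAR and counted uniquely mapped fragments per gene with featureCounts, and the counts were deposited without normalization. Human counts were between 9325412 and 12597891 per Sep library (median 12106117.5), between 15000927 and 21467832 per Susp library (median 15898760.5) and between 7758979 and 13241751 per Adh library (median 9135113). The counts of HOXA13 and MIR4453 were even in each REC-1 library, so both reads of a pair may have been counted. Counts were scaled by edgeR's TMM method and compared with its quasi-likelihood F-test in 1 model of the REC-1 groups. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value of at most 0.05 and a fold change of at least 1.5 in either direction. Expression is given as edgeR's CPM with TMM-scaled library sizes, as mean ± SD. Positions are those of GRCh38 in the GENCODE annotation. The part of Table S1 that could be read held 1738 of its 15182 genes, and its Susp means followed the mean over Susp replicates 1, 3 and 4. Across 1017 genes, the ratio between the table's Susp mean and the mean of the deposited counts had an interquartile range of 0.000511 without Susp replicate 2 and 0.0924 with all 4 libraries. For Sep and Adh cells, this range was narrowest with all 4 libraries, at 0.00213 and 0.00144. The paper's text states n = 4 and does not name a library that was left out. Values are therefore given first over these 11 libraries, in which 13084 genes passed edgeR's filterByExpr and were tested, and then over all 12, in which 12861 genes were tested.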

To omit time-consuming cell separation procedures, shown to artefactually induce changes in mRNA levels, RNA from lymphoma cells adhered to stromal cells was extracted and sequenced to produce mixed-species cDNA libraries and sequence reads that were subsequently deconvoluted in silico, as has been described previously [34]. 

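In the 4 Adh libraries, mouse genes had 29495404 to 34615602 counts in addition to the human counts. Human counts made up 28.2%, 26.0%, 18.3% and 20.2% of the counts on either species in Adh replicates 1 to 4, and 23.2% ± 4.71 (SD, n = 4) on average. The 95% Wilson intervals reached at most 0.0136 percentage points to either side of these shares, and they cover counting error only. They are too narrow if both reads of a pair were counted. With mitochondrial genes left out, the mean share was 23.1%. Among the 50 genes most abundant in MS-5 that were nearly absent from Sep cells, the human counts under the same gene symbol were a median of 0.00364% and at most 0.0703% of the mouse counts in the Adh libraries. In the other direction, the mouse counts of the 50 genes most abundant in Sep cells that were nearly absent from MS-5 cells were a median of 0% and at most 0.380% of the human counts. Mouse counts of the Sep and Susp libraries and human counts of the MS-5 libraries were not in the files, so misassignment was not measured in libraries of 1 species.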

Global transcript level changes were subsequently calculated between nonadherent suspension (Susp) and adherent (Adh) MCL cells within the cocultures. 

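Relative to monocultured REC-1 cells, 80 of the 13084 tested genes were called in Susp cells (45 higher, 35 lower) and 519 in Adh cells (128 higher, 391 lower) over the 11 libraries. Over all 12 libraries, 94 genes were called in Susp cells (55 higher, 39 lower) and 309 in Adh cells (75 higher, 234 lower), of 12861 tested. Calls shared by both sets numbered 68 for Susp cells and 305 for Adh cells, each with the same direction. Sep and Adh libraries were the same in both sets, so the Adh count moved only through what the groups share in the model. Over the settings run, the Susp count lay between 24 genes without replicate 3 and 217 without the low-count filter, and the Adh count between 92 without replicate 4 and 680 over the 11 libraries with the replicate number as a term, a setting chosen after seeing the data. CD86 (ENSG00000114013, chromosome 3, 122055362 to 122121139) was at 14.4 ± 2.23 CPM (SD, n = 4) in Sep cells, 48.5 ± 0.501 CPM (SD, n = 3) in Susp cells and 45.9 ± 6.39 CPM (SD, n = 4) in Adh cells over the 11 libraries. Its log2 fold change against Sep cells was 1.75 (SE 0.13, edgeR adjusted p = 2.21e-06) in Susp cells and 1.67 (SE 0.12, edgeR adjusted p = 2.62e-06) in Adh cells. With Susp replicate 2, at 44.8 CPM, included, these log2 fold changes were 1.73 and 1.67. S1PR2 (ENSG00000267534, chromosome 19, 10221433 to 10231331) fell from 10.1 ± 0.793 CPM (SD, n = 4) in Sep cells to 2.40 ± 0.264 CPM (SD, n = 3) in Susp cells and 3.19 ± 0.773 CPM (SD, n = 4) in Adh cells. The log2 fold changes of S1PR2 were -2.06 and -1.69 over the 11 libraries and -1.86 and -1.69 over all 12, where Susp replicate 2 was at 3.81 CPM. IL7R rose in Susp cells by 1.37 and in Adh cells by 1.09 on the log2 scale over the 11 libraries, and by 1.29 and 1.08 over all 12. Of the other genes with the largest changes, SLC16A4, HMCES and CXCL9 were higher and ELK3, SKIL, TMEM132B and IPCEF1 were lower in Susp than in Sep cells, and NLRP7, CXCL10 and CABLES1 were higher and CYP4F29P was lower in Adh than in Sep cells. Of the 4 fits over all 12 libraries that each left out 1 replicate, the IPCEF1 call was lost in 3 (edgeR adjusted p up to 0.107) and the TMEM132B call in 1 (without replicate 3, edgeR adjusted p = 0.0559), and the other genes of the preceding sentence lost theirs in 0.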

Monocultured cells (Sep) from both cell lines were included as controls. Principle component analysis indicated that while JeKo-1 and REC-1 are two cell lines representing the same type of hematological tumor, their gene expression profiles are distinct, as shown by separation along the first principal component (Figure 2A). 

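A principal component analysis of the REC-1 libraries alone was run on log2 CPM with a prior count of 2, so its axes differ from those of Figure 2A. Over the 11 libraries, the first component held 27.5% of the variance and the second 16.0%. Adh libraries had a mean score of -24.8 ± 15.6 (SD, n = 4) on the first component, Susp libraries 9.80 ± 1.39 (SD, n = 3) and Sep libraries 17.5 ± 13.3 (SD, n = 4). Among these 11, each Adh library scored lower than each Susp and Sep library. Sep replicate 1, at -1.67, was far from the other Sep libraries, which lay between 19.2 and 28.0, and Sep and Susp libraries did not separate on this component beyond their spread. Over all 12 libraries, the first component held 24.3% of the variance and the mean scores were -23.7 ± 15.9 (SD, n = 4) for Adh, 13.4 ± 7.67 (SD, n = 4) for Susp and 10.3 ± 16.2 (SD, n = 4) for Sep. There, Sep replicate 1, at -13.0, scored below Adh replicates 2 (-9.81) and 4 (-12.2), so Adh and Sep libraries overlapped, while each Adh library stayed below each Susp library. With the 500 most variable genes, the first component held 33.5%. On the second component over all 12 libraries, each Sep library (9.09 to 26.5) scored above each Susp (at most 7.96) and Adh library (at most 8.69). Susp replicate 2, at -43.9, lay far below the other Susp libraries there, at -5.34 to 7.96. Without this library, over the 11, the groups overlapped on the second component, with Sep replicate 4 at -7.27 and Adh replicate 1 at 19.4.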

Differences between Sep, Susp, and Adh are shown by the second principal component for both cell lines and the broader spread of the JeKo-1 samples indicates a stronger differential regulation of genes between different coculture conditions.

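Over the 11 libraries, 89 genes were called between REC-1 Adh and Susp cells, 14 higher and 75 lower in Adh cells. In all 12 libraries, 100 genes were called, 14 higher and 86 lower, and 77 of these were among the 89, each with the same direction. An unadjusted edgeR p-value below 0.05 was reached by 2358 genes in the 11 libraries and by 2316 in all 12. All called genes had Adh and Susp libraries that did not overlap, as had 18.2% of all tested genes over the 11 libraries, where chance gives 5.71%, and 11.4% over all 12, where chance gives 2.86%. With the replicate number as a term, 281 genes were called over all 12 libraries and 419 over the 11, the latter a setting chosen after seeing the data. The count was lowest without replicate 3, at 25 genes, and highest with the low-count filter removed and the replicate number as a term over the 11 libraries, at 463 genes, a setting chosen after seeing the data. RGS13 (ENSG00000127074, chromosome 1, 192636138 to 192660311) was at 51.2 ± 4.44 CPM (SD, n = 4) in Adh and 23.5 ± 2.44 CPM (SD, n = 3) in Susp cells, a log2 fold change of 1.12 (SE 0.11, edgeR adjusted p = 5.37e-05). This was 1.13 (SE 0.10, edgeR adjusted p = 2.79e-05) over all 12 libraries, with Susp replicate 2 at 22.4 CPM. CD44 (ENSG00000026508, chromosome 11, 35138882 to 35232402), a receptor for hyaluronan, was at 118.7 ± 5.84 CPM (SD, n = 4) in Adh and 68.4 ± 2.08 CPM (SD, n = 3) in Susp cells, a log2 fold change of 0.80 (SE 0.09, edgeR adjusted p = 0.000207). CD44 had a log2 fold change of 0.86 with Susp replicate 2, at 54.3 CPM, included. HAPLN1, BMP5 and TSPAN13 had log2 fold changes of 0.84, 0.82 and 0.90 over the 11 libraries and 0.93, 0.90 and 0.83 over all 12. HAPLN1 was not called without replicate 2, 3 or 4, BMP5 not without replicate 3 or 4, and TSPAN13 not without any 1 of the replicates, and Adh replicate 4 of TSPAN13, at 8.98 CPM, was far below the others at 13.6 to 14.3 CPM.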

In total, 549 and 291 genes with significantly altered transcript levels between Adh and Susp cells were identified for JeKo-1 and REC-1, respectively (false discovery rate (FDR) q-value ≤ 0.05, fold change ≥ 1.5, Figure 2B and Table S1). Surprisingly, only 34 genes were common to both sets of differentially regulated genes. 

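Of the 34 gene labels in Figure 2C, 33 could be read, and all 33 genes were tested in REC-1 cells. Over the 11 libraries, 21 of the 33 were called between Adh and Susp cells, and over all 12 libraries 20 were called. Adjusted over the list alone, all 33 passed in both sets, which is not independent evidence, since the list was chosen on these samples. In Adh cells 3 of the genes (CCL3L3, HOXA13 and TRAF1) were higher and 30 were lower, with a median log2 fold change of -1.50 over the 11 libraries and -1.45 over all 12. The 12 genes not called in either set were CCL3L3, HOXA13, TRAF1, EIF4A1, MIR4453, MXD3, MT-RNR1, RP11-158L12.4, PIP5KL1, MYO1G, LGALS9 and CST7, and STARD4-AS1 was called only over the 11 libraries. RN7SL2 had log2 fold changes of -1.84 (edgeR adjusted p = 0.0486) over the 11 libraries and -1.95 (edgeR adjusted p = 0.0354) over all 12. This RN7SL2 call was lost without replicate 1, 2 or 4 (edgeR adjusted p = 0.0546, 0.117 and 0.178). The log2 fold changes there were -1.76, -1.56 and -1.92. The call was also lost with counts thinned to the smallest library, and held without replicate 3 (-2.67). DESeq2, at least 10 counts in every library and a robust dispersion estimate, each over the 11 libraries, lost it too. These settings over the 11 libraries were chosen after seeing the data. Without replicate 4, 11 of the 33 were called, and 13 without replicate 3, against 24 with the replicate number as a term, 26 without the low-count filter and 29 over the 11 libraries with the replicate number, a setting chosen after seeing the data.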

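The mitochondrial genome encodes 13 proteins, all of them subunits of the oxidative phosphorylation complexes, and each of the 13 genes was called as lower in Adh than in Susp cells over both sets of libraries. Their median log2 fold change was -1.63 over the 11 libraries (range -1.796 to -1.464) and -1.64 over all 12 (range -1.81 to -1.38). In each library, the mean log2 CPM of the 13 genes was computed, and Adh libraries lay below Susp libraries by a difference of -1.67 over the 11 and -1.63 over all 12 (two-sided exact permutation test, p = 0.0286 in both sets, the smallest p that these group sizes allow). With each replicate left out in turn, the median log2 fold change stayed between -1.77 and -1.49, and MT-ND4L was the 1 gene of the Figure 2C set among them that was not called without replicate 3 or 4. MT-CO1 (ENSG00000198804, mitochondrial genome, 5904 to 7445) was at 1131 ± 232.9 CPM (SD, n = 4) in Adh and 3524 ± 749.1 CPM (SD, n = 3) in Susp cells, a log2 fold change of -1.64 (SE 0.15, edgeR adjusted p = 4.63e-05). All 12 libraries also gave -1.64 (SE 0.15, edgeR adjusted p = 2.79e-05), with Susp replicate 2 at 3361 CPM. MT-CO2, MT-CO3, MT-ND2 and MT-ND3 had log2 fold changes of -1.78, -1.62, -1.59 and -1.46 over the 11 libraries and -1.81, -1.69, -1.57 and -1.56 over all 12, and Adh replicate 2 of MT-ND2, at 209.9 CPM, was far below the others at 437.1 to 482.2 CPM. Genes of the mitochondrial genome took 1.73% ± 0.199 (SD, n = 4) of the human counts in Sep, 1.77% ± 0.434 (SD, n = 3) in Susp and 0.566% ± 0.142 (SD, n = 4) in Adh libraries, and 1.74% ± 0.359 (SD, n = 4) in Susp libraries with replicate 2, at 1.66%. The difference between Adh and Susp was larger than the spread between replicates. For the 13 genes as a set, limma's camera gave an adjusted p = 1.29e-21 over the 11 libraries and 2.89e-23 over all 12, and both calls held under limma's fry (adjusted p = 0.000669 and 0.000157). The camera test assumed a correlation of 0.01 between genes. Adh replicate 2 was the lowest Adh library for MT-CO1, MT-CO2, MT-CO3, MT-ND2 and MT-ND3 alike. The camera p-values are thus likely too small and do not measure the spread between libraries. None of the nuclear oxidative phosphorylation genes was called, 0 of 78 tested over the 11 libraries and 0 of 77 over all 12. An unadjusted p-value below 0.05 was reached by 21 and 6 of them. Such a gene was called with the replicate number as a term (1) and with DESeq2 (1), both over all 12 libraries. Adjusted over the list alone, 0 of these nuclear genes passed in either set. Their median log2 fold change was 0.10 over the 11 libraries (camera adjusted p = 4.22e-06, fry adjusted p = 0.00822) and -0.02 over all 12 (camera adjusted p = 0.984, fry adjusted p = 0.869), so Susp replicate 2 decided its sign.

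**Figure D1:**
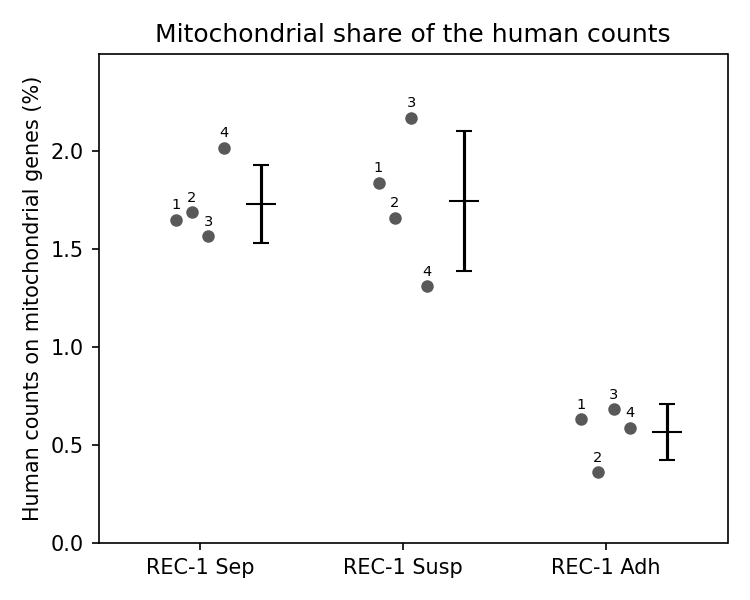
Share of the human counts on genes of the mitochondrial genome, in percent, in each REC-1 library (points, numbered by replicate) of monocultured (Sep), suspension (Susp) and adherent (Adh) cells, with mean and SD (n = 4) beside the points. The 4 Adh libraries lie between 0.362% and 0.683%, below each Sep and Susp library.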

Table S3 shows that this set of genes is significantly enriched in oxidative phosphorylation KEGG pathway components (e.g., *MT-CO1*, *MT-CO2*, *MT-CO3*, *MT-ND2*, and *MT-ND3*) and their lower expression in adherent cells (Figure 2C) is consistent with the low metabolic rate associated with cellular quiescence seen in adhered MCL and other NHL cells [36]. Also in the intersect were *TRAF1*, which increases in MCL cells upon adhesion to stromal cells to protect the MCL cells from undergoing apoptosis [33] (Figure 2C), and the transcription factor gene *HOXA13*, which is epigenetically silenced in several MCL cell lines [37].

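In REC-1 cells, TRAF1 (ENSG00000056558, chromosome 9, 120902393 to 120929173) was at 4.11 ± 1.40 CPM (SD, n = 4) in Adh and 2.00 ± 0.470 CPM (SD, n = 3) in Susp cells, a log2 fold change of 1.02 (SE 0.36, edgeR adjusted p = 0.156). Over all 12 libraries, with Susp replicate 2 at 2.83 CPM, it was 0.87 (SE 0.33, edgeR adjusted p = 0.198). HOXA13 (ENSG00000106031, chromosome 7, 27193503 to 27200091) was at 2.14 ± 0.118 CPM (SD, n = 4) in Adh and 0.935 ± 0.231 CPM (SD, n = 3) in Susp cells, a log2 fold change of 1.21 (SE 0.42, edgeR adjusted p = 0.154). It was 1.13 (SE 0.37, edgeR adjusted p = 0.142) over all 12 libraries, in which Susp replicate 2 was at 1.11 CPM and Susp replicate 3, at 0.677 CPM, was far below the others. For both genes, each Adh library was higher than each Susp library in both sets, and neither gene was called in any setting run. The paper describes the lower expression of the shared oxidative phosphorylation genes as compatible with the low metabolic rate of quiescent adhered lymphoma cells.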

A total of 590 genes showed different regulation upon adhesion to stroma between JeKo-1 and REC-1 cells (FDR *q*-value ≤ 0.05, Figure 2D). As indicated by the colors in the volcano plot in Figure 2E, the majority of corresponding transcripts had a greater fold change in JeKo-1 (405/590, pink) than in REC-1 (185/590, yellow). 

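In REC-1 cells, ICAM1, CXCR4, CSF1 and CCL4 were not called between Adh and Susp cells in the 11 or the 12 libraries. ICAM1 had a log2 fold change of -0.03 (SE 0.10, edgeR adjusted p = 0.898) over the 11 libraries and 0.03 (SE 0.12, edgeR adjusted p = 0.912) over all 12, so Susp replicate 2 decided its sign. CXCR4 had a log2 fold change of -0.07 (SE 0.10, edgeR adjusted p = 0.772) over the 11 and -0.06 (SE 0.10, edgeR adjusted p = 0.770) over all 12 libraries. CSF1 (ENSG00000184371) was at 24.1 ± 5.55 CPM (SD, n = 4) in Adh and 23.7 ± 1.53 CPM (SD, n = 3) in Susp cells, a log2 fold change of 0.02 over the 11 libraries and 0.03 over all 12, with Susp replicate 2 at 22.2 CPM, and of -0.10 without replicate 4. CCL4 (ENSG00000275302) was at 13.9 ± 2.80 CPM (SD, n = 4) in Adh and 8.89 ± 1.102 CPM (SD, n = 3) in Susp cells, a log2 fold change of 0.65 (SE 0.20, edgeR adjusted p = 0.115). Including Susp replicate 2, at 14.5 CPM, CCL4 had a log2 fold change of 0.43 (SE 0.21, edgeR adjusted p = 0.307) and the groups overlapped. CCL4 was called when the replicate number was a term in the model of the 11 libraries (log2 fold change 0.70, adjusted p = 0.0222), a setting chosen after seeing the data, and over its other alternatives the adjusted p-value reached up to 0.580. The difference between the cell lines was not tested.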

Notably, several of the genes among those with large variation in differential expression between the two cell lines included the adhesion molecule ICAM-1 and molecules important for chemotaxis, such as CXCR4 and CSF1, which are highly expressed in MCL cells [38], as well as CCL4, which is known to increase upon BCR engagement [39]. Other genes with a significant differential change in expression included *EGR1*, which also functions downstream of the BCR, as well as components of the canonical NF-κB pathway, such as *NFKB1* and *NFKBIE*. 

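EGR1, NFKB1 and NFKBIE were not called between REC-1 Adh and Susp cells in either set of libraries. EGR1 (ENSG00000120738) was at 18.2 ± 2.39 CPM (SD, n = 4) in Adh and 15.1 ± 1.104 CPM (SD, n = 3) in Susp cells, a log2 fold change of 0.27 (SE 0.14, edgeR adjusted p = 0.317). It was 0.26 over all 12 libraries, with Susp replicate 2 at 15.2 CPM, and in Sep cells replicate 3, at 13.4 CPM, was far below the others at 17.2 to 17.5 CPM. NFKB1 (ENSG00000109320) was at 145.1 ± 3.03 CPM (SD, n = 4) in Adh and 157.5 ± 5.01 CPM (SD, n = 3) in Susp cells, a log2 fold change of -0.12 (SE 0.06, edgeR adjusted p = 0.315). Over all 12 libraries, with Susp replicate 2 at 143.7 CPM, it was -0.10 (SE 0.07, edgeR adjusted p = 0.474). NFKBIE (ENSG00000146232) was at 99.2 ± 11.4 CPM (SD, n = 4) in Adh and 93.6 ± 3.52 CPM (SD, n = 3) in Susp cells, a log2 fold change of 0.08 (SE 0.10, edgeR adjusted p = 0.729). With Susp replicate 2, at 117.2 CPM, the sign of NFKBIE changed to a log2 fold change of -0.02 (SE 0.12, edgeR adjusted p = 0.942).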

Gene set enrichment analysis (GSEA) using pathways in the KEGG database identified significant enrichment of genes involved in Toll-like receptor, T-cell, and B-cell receptor signaling pathways, among others in genes that were more highly induced in adherent JeKo-1 cells than adherent REC-1 cells (Figure 2F and Table S2). No significantly enriched pathways corresponding to genes that were more highly regulated in REC-1 cells were found. Thus, adhesion to stromal cells appears to lead to a greater engagement of signaling events in JeKo-1 than in REC-1 cells.

In a previous analysis of the JeKo-1 RNA-seq data, we showed that adhesion-regulated genes encode proteins containing a significantly higher proportion of intrinsically disordered regions (IDRs) [40]. IDRs have been associated with a greater capacity for functional adaptation [41] as well as being enriched in genes with low expression levels, which are known to be enriched in protein interaction domains with the capacity to interact with multiple partner proteins [42]. It was therefore of interest to determine whether there was a difference in IDR content between proteins encoded by genes with a similar or different regulation during adhesion in JeKo-1 and REC-1 cells as well as whether there was a correlation of gene expression level and IDR content of encoded proteins for either of these gene sets. Figure S3A shows that the gene set that is similarly regulated in JeKo-1 and REC-1 cells during adhesion has a significantly lower IDR content than differently regulated genes (*p* = 0.0015). Furthermore, there is a strong negative correlation between expression level in JeKo-1 cells and IDR content of encoded proteins for the set of genes that are similarly regulated in both cell lines (rho = 0.8, *p* = 4.01 × 10^−6^, Figure S3B), whereas there is only a very low, albeit significant, correlation to the expression levels of the same genes in REC-1 cells (Figure S3C). The number of genes analyzed in this set (*n* = 23) is rather low, and thus the functional significance of the difference between JeKo-1 and REC-1 cells is uncertain. It may also be important to note that the nine very highly expressed genes encoding proteins with very low IDR content consist of a group of mitochondrial enzymes involved in oxidative phosphorylation. 

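The 13 protein genes of the mitochondrial genome ranked between 6 and 68 among 12773 genes by mean RPKM (CPM divided by the exon length in kilobases) over the REC-1 libraries. MT-CO3 ranked highest of them and MT-ND6 lowest. Their mean RPKM per gene ranged from 456.3 to 2324 in Sep, from 474.9 to 2674 in Susp and from 148.7 to 830.0 in Adh cells, each over 4 libraries. MT-CO1 was at 2271 ± 237.4 RPKM (SD, n = 4) in Sep, 2290 ± 487.3 RPKM (SD, n = 3) in Susp without replicate 2, 2262 ± 402.0 RPKM (SD, n = 4) in Susp with it and 727.6 ± 147.1 RPKM (SD, n = 4) in Adh cells. The content of intrinsically disordered regions was not computed.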

For the larger number of genes that are differently regulated between the cell lines (*n* = 288), there is no significant correlation of expression level with regard to IDR content for either cell line (Figure S3D,E).

### 2.3. Adhesion-Regulated Gene Expression in Cell Lines Mimics Microenvironment-Regulated Gene Expression in MCL Patients

To evaluate how well adhesion-regulated gene expression in JeKo-1 and REC-1 cells corresponds to microenvironment-mediated gene regulation in patients, we used published patient data in order to compare transcript-level differences between suspension and adherent JeKo-1 or REC-1 cells in vitro with gene expression differences between LN- and PB-derived cells from previously untreated MCL patients (*n* = 8) [23,34,35]. Our analysis showed that 684 adhesion-related genes in cocultured JeKo-1 or REC-1 cells overlapped with the set of genes in MCL patients that were differentially expressed between LN and PB. Clustering of this set of 684 genes showed that adhesion-regulated genes in JeKo-1 and REC-1 cells correspond to a set of microenvironment-regulated MCL tumor cells from patients. Thus, with respect to adhesion-regulated gene expression, there is a high degree of similarity between the cell lines and a major subset of patient samples in relation to the variance within the patient group (Figure 3A,B). We found no obvious explanation for the apparent clustering of the patient samples into two separate groups, but this is a finding that should be further explored. We conclude that JeKo-1 and REC-1 cells are a relevant model system for studying aspects of microenvironment-regulated gene expression in MCL.

### 2.4. Differences in Gene Expression Changes for BCR Signature Genes in JeKo-1 and REC-1 Cells Upon Adhesion to Stromal Cells

Enrichment of gene sets with differential expression in adherent JeKo-1 and REC-1 cells, identified by GSEA, as well as identification of several genes in this set that function downstream of the BCR (e.g., *CD83*, *EGR3*, *DUSP2*, *NFKB1*, and *CCL4,* Figure 2E,F and Table S1) led us to further investigate BCR signaling, which plays an essential role in the pathogenesis of MCL [43]. 

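CD83, EGR3 and DUSP2 were not called between REC-1 Adh and Susp cells in either set of libraries. CD83 (ENSG00000112149) was at 267.7 ± 13.0 CPM (SD, n = 4) in Adh and 230.8 ± 11.5 CPM (SD, n = 3) in Susp cells, a log2 fold change of 0.21 (SE 0.07, edgeR adjusted p = 0.131). Each Adh library was higher than each Susp library for CD83, also over all 12 libraries, where the log2 fold change was 0.20 (SE 0.08, edgeR adjusted p = 0.201) and Susp replicate 2 was at 233.8 CPM. EGR3 (ENSG00000179388) was at 3.18 ± 0.712 CPM (SD, n = 4) in Adh and 2.00 ± 0.583 CPM (SD, n = 3) in Susp cells, a log2 fold change of 0.66 (SE 0.33, edgeR adjusted p = 0.298). EGR3 had over all 12 libraries a log2 fold change of 0.53 (SE 0.30, edgeR adjusted p = 0.352), with Susp replicate 2 at 2.70 CPM and Adh replicate 1, at 2.10 CPM, far below the other Adh libraries at 3.37 to 3.60 CPM. DUSP2 (ENSG00000158050) was at 61.4 ± 13.5 CPM (SD, n = 4) in Adh and 56.2 ± 1.76 CPM (SD, n = 3) in Susp cells, a log2 fold change of 0.12 (SE 0.14, edgeR adjusted p = 0.694). With Susp replicate 2, which at 78.7 CPM was far above the other Susp libraries, DUSP2 had a log2 fold change of -0.03 (SE 0.16, edgeR adjusted p = 0.944).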

The median expression level for a list of previously published BCR signature genes was significantly increased in JeKo-1 upon adhesion to stromal cells, while there was no difference for REC-1 cells (Figure 4A,B) [23]. 

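The expression level of the BCR signature was computed in each REC-1 library as the median RPKM over the 27 genes read from Figure 4A. It was 7.27 ± 0.334 (SD, n = 4) in Adh, 6.70 ± 0.172 (SD, n = 3) in Susp and 6.64 ± 0.444 (SD, n = 4) in Sep cells over the 11 libraries. The difference of 0.576 between Adh and Susp cells did not pass a two-sided exact permutation test (p = 0.0571, Benjamini-Hochberg adjusted p = 0.114 over the 2 signatures, smallest possible p 0.0286). With Susp replicate 2, at 7.55, Susp cells were at 6.91 ± 0.449 (SD, n = 4), and the difference was 0.363 (exact permutation test, p = 0.229, adjusted p = 0.457). Its direction changed when only the signature genes with at least 1 RPKM were kept, with a difference of -1.06 over all 12 libraries. Without replicate 2 the difference was 0.778, and without replicate 4 it was 0.173. Of the 25 signature genes tested, 1 was called in both sets of libraries, LILRA4 (ENSG00000239961), which was lower in Adh cells, with log2 fold changes of -0.75 over the 11 libraries and -0.86 over all 12 (edgeR adjusted p = 9.86e-05 and 0.000294), and at 338.0 CPM in Susp replicate 2. Adjusted over the list alone, 2 genes (LILRA4 and CCL4) passed over the 11 libraries and 1 (LILRA4) over all 12, and 7 and 5 genes had an unadjusted p-value below 0.05. The share of called genes was higher than among the other tested genes, and the difference did not pass Fisher's exact test (p = 0.157 over the 11 libraries and 0.177 over all 12), except without replicate 3 (p = 0.0470).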

Consistently, transcript levels for NF-κB signature genes increased in JeKo-1 upon adhesion to stromal cells [29,33] (Figure S5A,B), but not in REC-1 cells. Thus, there is a difference between adherent JeKo-1 and REC-1 cells with regard to activation of the BCR and related pathways.

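The NF-κB signature, computed in the same way over the 19 genes read from Figure S5A, was at 12.2 ± 2.98 (SD, n = 4) in Adh, 13.7 ± 5.47 (SD, n = 3) in Susp and 9.53 ± 2.22 (SD, n = 4) in REC-1 Sep cells over the 11 libraries. Adh and Susp cells differed by -1.45 (two-sided exact permutation test, p = 0.6, adjusted p = 0.6). With Susp replicate 2, at 16.4, Susp cells were at 14.4 ± 4.66 (SD, n = 4), and the difference was -2.12 (exact permutation test, p = 0.457, adjusted p = 0.457). Susp replicate 1, at 7.39, was far below the other Susp libraries at 16.4 to 17.3. Without replicate 1 the difference was -3.11, and without replicates 2 and 3 in turn it was -1.37 and -1.33. The mean of log2(RPKM + 1) over the signature changed the direction, with a difference of 0.10. Of 17 signature genes tested over the 11 libraries and 16 over all 12, 0 were called. An unadjusted p-value below 0.05 was reached by 5 and 3 of them. In Adh cells 14 and 10 of the tested genes were higher and 3 and 6 lower, with median log2 fold changes of 0.12 and 0.09. Adjusted over the list alone, 2 genes (CCL4 and TNF), both higher in Adh cells, passed over the 11 libraries and 0 over all 12. After GC and length correction, a setting chosen after seeing the data, TNF was called over the 11 and over all 12 libraries. Adding the replicate number to the correction over all 12 libraries left 0 signature genes called.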

Upon BCR stimulation by anti-human IgM, rapid phosphorylation of downstream targets, BTK, and PLCγ2 was detected in both JeKo-1 and REC-1 cells, indicating that both cell lines express a functional BCR (Figure 4C and Figure S7A). However, only JeKo-1 showed increased levels of the BCR regulated CCL3 and CCL4 cytokines upon coculture, and at similar levels to those induced by anti-human IgM treatment of monocultured cells (Figure 4D). Taken together, these results indicate that REC-1 cells have a functional BCR with a higher potential to activate at least some downstream targets, compared to JeKo-1 cells, but that BCR is not engaged, as it is in JeKo-1 cells, upon adhesion of REC-1 cells to stromal cells.

### 2.5. BCR Signaling is Important for Adhesion of JeKo-1 but not REC-1 Cells to Stroma

Consistent with the BCR-related results above, treating cocultured cells with the BTK inhibitor Ibrutinib, or transiently knocking down BTK using siRNA (Figure 4E, Figure S4A,B and Figure S7B,D), reduced the number of adherent cells for JeKo-1 but not REC-1, which are apparently refractory to treatment with BCR inhibitors in this respect (Figure 4E). To determine whether BTK is required for the adhesion process per se and/or for maintaining stromal adhesion, JeKo-1 cells were treated with Ibrutinib and the second generation BTK inhibitor Acalabrutinib [44], either for 1 h prior to wash out and then coculture or after 24 h of coculture with stromal cells. Both treatment protocols reduced the number of adhered cells, indicating that BTK is required both for the establishment and maintenance of adherent interactions with stromal cells (Figure S6A,B). This might imply the existence of more than one BCR-regulated mechanism. MS-5 cells do not express BTK and treatment of the stromal cells with Ibrutinib or Acalabrutinib as well as BTK knock-down prior to coculture experiments had no significant effect on MCL cell adhesion (Figure 4C, Figure S6C). No BTK enzymatic activity was detectable after 1 h incubation with Ibrutinib or Acalabrutinib, and no restored activity was detected during the 4 h that followed removal of the compounds (Figure S6D and Figure S7C), thus extensive inhibition was obtained at the inhibitor levels used and there was no significant resynthesis of BTK during the time courses of the experiments in (Figure S6A,B). Taken together, the BCR appears to have functional roles in both establishment and maintenance of JeKo-1, but not REC-1, cell adhesion to stromal cells even though REC-1 has a functional BCR.

### 2.6. JeKo-1 and REC-1 Cells Express Different Cell Surface Levels of CXCR4

The G-protein coupled cell surface receptor, encoded by *CXCR4*, was among the most differentially expressed genes in adherent cells between JeKo-1 and REC-1 (Figure 2E). 

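CXCR4 (ENSG00000121966) lies on chromosome 2 from 136114349 to 136119177. In REC-1 cells it was expressed at 39.7 ± 4.65 CPM (SD, n = 4) in Adh and 41.5 ± 1.67 CPM (SD, n = 3) in Susp cells over the 11 libraries. Susp replicate 2 was at 39.4 CPM, and with it Susp cells were at 41.1 ± 2.06 CPM (SD, n = 4). Adh and Susp libraries overlapped in both sets, and the difference was smaller than the spread between replicates.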

Nonadherent JeKo-1 cells exhibited higher cell surface levels of CXCR4 compared to their REC-1 counterparts (Figure 5A). Cell surface levels of CXCR4 were reduced significantly in stromal cell-adhered JeKo-1 cells compared to suspension cells. Higher CXCR4 surface levels in suspension coculture JeKo-1 cells could account for their more efficient migration compared to REC-1 cells (Figure 1B). To test this, we used Plerixafor to reduce cell surface levels of CXCR4 (Figure 5A). Plerixafor treatment significantly inhibited migration towards the CXCR4 ligand, CXCL12, (Figure 5B), and adhesion to stromal cells (Figure 5C) for JeKo-1 cells, but not REC-1 cells. Figure 5D shows that CXCR4 surface levels are essentially reduced to background levels at the concentration of Plerixafor used (25 µg/mL). Since inhibition of either BCR or CXCR4 signaling impairs adhesion of JeKo-1 cells (Figure 4E–Figure 5C) we evaluated the existence of a connection between CXCR4 and BTK signaling. There was little or no additional effect of Plerixafor in cells that were fully inhibited by the irreversible BTK inhibitor, Ibrutinib, suggesting that the BCR and CXCR4 may affect steps in the same process that leads to JeKo-1 cell adhesion (Figure 5E).

### 2.7. ICAM1 and S1PR1 are Important for the Adhesion of MCL Cells to Stroma

*ICAM1,* encoding an adhesion molecule important for immune responses, where it promotes leukocyte adhesion to the endothelium of the vascular wall [45], was regulated differently in JeKo-1 and REC-1 cells during adhesion to stromal cells (Figure 2E). 

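ICAM1 (ENSG00000090339) lies on chromosome 19 from 10271093 to 10286615. Its expression in REC-1 cells was 65.4 ± 6.42 CPM (SD, n = 4) in Adh and 66.9 ± 5.61 CPM (SD, n = 3) in Susp cells over the 11 libraries. Susp replicate 2 was lower, at 53.3 CPM, and with it Susp cells were at 63.7 ± 8.67 CPM (SD, n = 4). In both sets, the difference between Adh and Susp cells was smaller than the spread between replicates.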

The ICAM1 cell surface level was higher in nonadherent REC-1 cells compared to JeKo-1, but its level is oppositely regulated in the two cell lines and converges to a similar level upon adhesion to stromal cells (Figure 6A). siRNA knock down of ICAM1 significantly impaired adhesion of both JeKo-1 and REC-1 cells, indicating an important role in adhesion to stromal cells (Figure 6A,B and Figure S4C).

To more broadly evaluate genes that could contribute to adhesion, 32 genes, including *CD48, CD79A, IL10RA, PLEK*, and *S1PR1,* were identified that are common to both the 560 genes whose differential expression differed most between the cell lines and the publicly available OKCAM database of adhesion-related molecules (Figure 6C) [46]. All of these 32 genes have been coupled to adhesion and/or migration of hematopoietic cells [46]. 

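All 32 genes of Figure 6C were listed in the REC-1 counts, and 29 passed the low-count filter. Over the 11 and over all 12 libraries, 1 of the 29 was called between Adh and Susp cells, and adjusted over the list alone 2 passed in both sets (IGHD and TNF), which is not independent evidence, since the list was chosen on these samples. An unadjusted p-value below 0.05 was reached by 11 of the genes over the 11 libraries and by 10 over all 12. The called gene was IGHD (ENSG00000211898), at 22.1 ± 0.521 CPM (SD, n = 4) in Adh and 33.4 ± 2.73 CPM (SD, n = 3) in Susp cells, a log2 fold change of -0.60 (SE 0.13, edgeR adjusted p = 0.0279). IGHD, at 45.5 CPM in Susp replicate 2, had over all 12 libraries a log2 fold change of -0.74 (SE 0.14, edgeR adjusted p = 0.0192), and it was not called without replicate 2, 3 or 4, nor after GC and length correction, where it was -0.46. IL10RA was lower in each Adh library than in each Susp library in both sets, with log2 fold changes of -0.27 over the 11 libraries and -0.28 over all 12 (edgeR adjusted p = 0.0799 and 0.116). CD48, CD79A and PLEK had log2 fold changes of 0.00, -0.07 and 0.14 over the 11 libraries and -0.11, -0.17 and 0.14 over all 12 (edgeR adjusted p from 0.344 to 0.997). Susp replicate 2 was far above the other Susp libraries for CD48, at 109.0 against 84.3 to 87.8 CPM, and after GC and length correction the sign of CD79A changed, at 0.07 over all 12 libraries.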

The common genes also contain cadherin and protocadherin genes, with known roles in some cell interactions, but these are downregulated in adherent JeKo-1 cells and thus were not considered further. The common gene list contained the sphingosine-1-phosphate receptor (*S1PR1*). In mice, increased S1PR1 levels promote lymphocyte mobilization from secondary lymphoid organs into blood [47]. 

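S1PR1 (ENSG00000170989, chromosome 1, 101236865 to 101243713) was at 137.3 ± 6.02 CPM (SD, n = 4) in REC-1 Adh and 152.7 ± 11.7 CPM (SD, n = 3) in REC-1 Susp cells over the 11 libraries, a log2 fold change of -0.15 (SE 0.07, edgeR adjusted p = 0.261). Over all 12 libraries, with Susp replicate 2 at 126.3 CPM, Susp cells were at 146.6 ± 17.5 CPM (SD, n = 4) and the log2 fold change was -0.10 (SE 0.09, edgeR adjusted p = 0.553). The gene was not called in either set, and the Adh and Susp libraries overlapped.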

S1PR1 expression is reduced in JeKo-1 cells upon adhesion and is expressed at constitutively higher levels in REC-1 cells (Figure 6C). Higher S1PR1 transcript levels in REC-1 as compared to JeKo-1 have been reported previously [48]. It is possible that the low adhesion capacity of REC-1 cells is due, in part, to higher S1PR1 expression levels that might enhance detachment from stromal cells. Consistently, siRNA knock down of S1PR1 expression levels in JeKo-1 and REC-1 cells (Figure S4D) significantly increased both JeKo-1 and REC-1 cell adhesion to stromal cells (Figure 6D).

## 3. Discussion

Using an in vitro coculture model system that mimics important aspects of tumor microenvironment interactions observed in MCL patients, we show that two MCL cell lines, JeKo-1 and REC-1, use distinct signaling pathways and molecules to communicate with the microenvironment. A total of 590 genes were identified to be differently changed between stroma-adherent JeKo-1 and REC-1 cells relative to suspension cells in coculture. BCR-regulated genes and CXCR4 were specifically important for migration and adhesion of JeKo-1 cells, while ICAM1 and S1PR1 affected adhesion of both cell lines to stromal cells. Importantly, the adhesion of JeKo-1 cells, but not REC-1 cells, to stromal cells required BTK-dependent signaling downstream of the BCR and was sensitive to clinically used BTK inhibitors such as Ibrutinib and Acalaibrutinib. If this difference is also seen in MCL patients, it would provide a potential explanation for why some patients are refractory to Ibrutinib treatment, while others respond. Potentially, therefore, a simple cell adhesion test and its sensitivity to BTK inhibitors could be used to classify patients prior to treatment.

During B-cell development, CXCR4 regulates B-cell mobility and migration between lymphoid organs and the PB [49]. CXCR4 expression is upregulated in CLL and MCL, affecting migration and homing of malignant B-cells to lymphoma niches [16,50]. Consistent with previous studies, we showed that JeKo-1 cells express functional cell surface CXCR4 that regulates migration towards, and adhesion to, stromal cells [16]. CXCR4 levels were low on REC-1 cells, and CXCR4 was not required for stromal adhesion. These differences may reflect the different origins of the cell lines. JeKo-1 cells originate from PB and REC-1 cells from LN and it is known that MCL/CLL cells in PB express higher levels of CXCR4 compared to those in LN [29,31].

MCL stromal adhesion led to a reduction of CXCR4 surface levels, consistent with the lower CXCR4 surface levels reported for LN-resident CLL cells compared to those in PB [29]. Furthermore, CXCR4 inhibition prevents migration of MCL cells beneath the stromal cells and abrogates microenvironment protection [16], making the tumor cells more accessible to chemotherapy. The effect of Plerixafor on JeKo-1 cells presented here reflects in vivo observations seen in Acute Myeloid Leukemia (AML) and CLL [51,52], but the refractory nature of REC-1 cells suggests that this therapy approach may not be applicable to all MCL cases.

In addition, CXCR4 and S1PR1 antagonize each other in order to modulate the balance between B-cell homing and retention within microenvironmental niches versus mobilization into PB [53]. High surface S1PR1 levels facilitate mobilization of B-cells from these niches into the circulation. MCL cells express high surface levels of S1PR1 [48], and low S1PR1 expression contributes to retention within microenvironmental niches [54], likely promoting tumor cell survival. Consistently, our results showed that S1PR1 is expressed on both JeKo-1 and REC-1 cells, albeit at higher levels on REC-1 cells, as shown previously [48], and its attenuation enhanced the capacity for JeKo-1 and REC-1 cells to adhere to stromal cells. Different S1PR1 levels on JeKo-1 and REC-1 cells might be associated with their tissue of origin, since B-cells express different S1PR1 levels depending on their differentiation state and localization [48]. Moreover, overexpression of S1PR1 reduces surface levels of CXCR4, leading to an impaired migratory response [55] and Plerixafor injection in mice increases S1PR1 surface expression on progenitor cells in the bone marrow, which enhances their mobilization and migration towards the PB [56].

Cellular/stromal adhesion of immune cells is a complex process mediated by cadherins, integrins, and other adhesion related molecules [57]. Here, we focused on genes regulated during adhesion to stromal cells and identified ICAM1 to be selectively upregulated in adherent JeKo-1 cells. ICAM1 is normally present at the cell surface of endothelial cells and some lymphocytes and monocytes, and a subgroup of patients with NHL including MCL and diffuse large B cell lymphoma (DLBCL) were previously described to express ICAM1 [58,59]. ICAM1 is the ligand for leukocyte function-associated antigen1 (LFA1, also known as ITGB2) and plays an important role in cell-to-cell adhesion. ICAM1 levels additionally correlate with the metastatic stage of lymphoma dissemination and clinical stage of CLL [58,59,60].

Both mRNA and cell-surface levels of ICAM1 were elevated in REC-1 compared to JeKo-1 cells; however, knock-down results confirmed the importance of ICAM1 for cellular adhesion of both cell lines. This indicates an important role of ICAM1 in microenvironment interactions that could account for reports that high-grade lymphomas express higher levels of ICAM1 compared to low-grade tumors [61]. Moreover, MCL and CLL cells have higher expression levels of ICAM1 in LN compared with PB [34]. VLA-4 is an adhesion molecule that is often highly expressed on MCL cells, but it was not among the differentially expressed genes in this study [16].

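VLA-4 is the heterodimer of the integrins encoded by ITGA4 and ITGB1, and neither gene was called between REC-1 Adh and Susp cells in either set of libraries. ITGA4 (ENSG00000115232) was at 97.6 ± 6.02 CPM (SD, n = 4) in Adh and 96.2 ± 7.02 CPM (SD, n = 3) in Susp cells, a log2 fold change of 0.02 (SE 0.08, edgeR adjusted p = 0.907). In Susp replicate 2 it was at 55.9 CPM, and over all 12 libraries the log2 fold change was 0.17 (SE 0.14, edgeR adjusted p = 0.532). ITGB1 (ENSG00000150093) was at 115.3 ± 8.29 CPM (SD, n = 4) in Adh and 124.0 ± 6.31 CPM (SD, n = 3) in Susp cells, a log2 fold change of -0.10 (SE 0.08, edgeR adjusted p = 0.525). ITGB1 was at 86.9 CPM in Susp replicate 2 and had a log2 fold change over all 12 libraries of -0.01 (SE 0.11, edgeR adjusted p = 0.985), and its sign changed under 5 of the alternatives that kept all replicates and without replicate 1, 3 or 4.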

Activation of BCR triggers signaling events leading to B-cell proliferation, differentiation, and antibody production. In B-cell malignancies, such as CLL, MCL, and DLBCL, BCR signaling is important for pathogenesis and disease progression [20,22], including remodeling of microenvironments to favor survival of tumor cells [38]. In the latter study, CSF-1 and IL-10 produced by MCL cells were associated with polarization of macrophages, a process that was abrogated by Ibrutinib treatment. Since both CSF-1 and IL-10 are highly induced upon adherence of JeKo-1 MCL cells to stromal cells, one possible explanation for the effect of Ibrutinib on macrophage polarization could be the Ibrutinib-mediated inhibition of MCL cell adherence to stromal cells observed here. Ibrutinib reduces BCR signaling by inhibiting BTK and is a promising alternative for treating MCL, CLL and other B-cell malignancies [30,62]. However, some MCL and CLL patients are refractory to Ibrutinib treatment [12,63]. Here, we showed that JeKo-1, but not REC-1 MCL cells, require BCR signaling for their migration and adhesion to stromal cells, suggesting that REC-1 cells have adapted non-BCR-mediated survival strategies. REC-1 cells could therefore represent a class of MCL cells that in a clinical context would be refractory to Ibrutinib and other BTK inhibitors that are now being used clinically even though, like REC-1, such cells might have a functional BCR system.

Comparative analysis of our coculture data with data from eight MCL patient samples isolated from LN and blood [23,35] revealed that JeKo-1 and REC-1 cells clustered with a group of four MCL patient samples. Although there is no obvious explanation for the apparent clustering of the MCL patient samples into two separate groups, it is interesting to note that clustering of differentially expressed microenvironment/adhesion related genes led to separation of MCL patient samples into two groups. The identification of the responsible genes in the previously published data set and their characterization would be of interest, but is beyond the scope of this paper. The clustering indicated that JeKo-1 and REC-1 cells do not vary greatly from primary MCL cells with regard to gene expression changes associated with stromal cell adhesion. Comparisons of global gene expression data from the present study with clinical studies support the significance of this coculture model system and its use in mechanistic studies and preclinical studies of novel candidate drugs targeting MCL cells.

In vitro coculture systems, such as the one presented here, can enhance our understanding of how the tumor microenvironment influences disease progression and development of drug resistance. The results showed that the JeKo-1 and REC-1 cell and their interactions with stromal cells are relevant models for the aspects of MCL microenvironment signaling detected in clinical samples that are studied here. The results provide a foundation for future ex vivo and in vivo studies, which lie beyond the scope of this mechanistic study, for instance by single cell RNA-sequencing or by spatial transcriptomics of primary material from, e.g., LN in order to investigate gene expression differences within the cellular composition of microenvironments in patients. Future studies could also include reconstitution of more complex coculture systems containing more than two cell types.

## 4. Materials and Methods

### 4.1. Cell Lines, Reagents, and Antibodies

Cells were cultivated at 37 °C and 5% CO^2^ in media supplemented with 100 U/mL penicillin and 100 μg/mL streptomycin. The mouse stromal cell line MS-5 was purchased from DSMZ (German Collection of Microorganisms and Cell Culture GmbH). HS-5 human stromal cell line was obtained from ATCC (American Type Culture Collection). The MCL cell line JeKo-1 was purchased from DSMZ and REC-1 was kindly provided by Dr. Christian Bastard (Ronan, France). HS-5, MS-5, and MCL cell lines were maintained in DMEM (Gibco, NY, USA) or αMEM-glutamax (Gibco) or RPMI-glutamax (Gibco) respectively supplemented with 10% heat-inactivated fetal bovine serum (HI FBS, Gibco). Cocultures of JeKo-1/REC-1 with MS-5 and HS-5 at a 10:1 ratio was maintained under the same conditions as for MS-5 or HS-5 cells alone. Western blot (WB) reagents including the SDS-PAGE (4–12% Tris-Glycine) gels and Nitrocellulose membranes of iBlot Dry-blotting system were purchased from Life technologies (NY, USA). Anti-actin (1:100,000, Sigma, St. Louise, MO, USA), anti-BTK (1:100, HPA001198, Sigma), anti-phospho-BTK (Y551) (1:100, 558034 BD Pharmingen, USA), anti-phospho-BTK (Y223) (1:100, ab68217 Abcam, San Francisco, USA), anti-PLCγ (1:100, Sc-407 Santa Cruz Biotechnology, Santa Cruz, CA, USA), and anti-phospho-PLCγ (Y579) (1:100, ab75659 Abcam) antibodies were used for western blotting. PCI-32765 (Ibrutinib) and ACP-196 (Acalabrutinib) were purchased from Selleckchem (USA). AMD3100 (Plerixafor) was purchased from Sigma (A5602).

### 4.2. Cell-Cell Binding Assay and Flow Cytometry

CellTracer Carboxyfluorescein succinimidyl ester (CFSE, C34554 Thermo Fisher Scientific, TMO, NY, USA) and Far red (C34564 Thermo Fisher Scientific) were used to label the JeKo-1/REC-1 and MS-5/HS-5 cells, respectively, according to manufacturer’s instructions. To calculate the optimal concentration of Far red, a titration experiment was performed. CFSE (0.5 μM) labeled JeKo-1/REC-1 suspension cells were added to established Far red labeled MS-5 monolayers. After indicated time points, suspension JeKo-1/REC-1 cells were removed and monolayer MS-5 cells together with adherent JeKo-1/REC-1 cells were washed twice with PBS and trypsinized for 1 min. Then cells were stained with 4′,6′-diamidino-2-phenylindole (DAPI) and subjected to flow cytometry analysis. For cell surface receptor analysis, cells were incubated with either mouse anti-human PE-conjugated CXCR4 (FAB173P, R&D Systems, Minneapolis, MN, USA), or with mouse anti-human BV510-conjugated ICAM1 (740170, BD Bioscience, San Jose, CA, USA) antibody for 30 min at room temperature, followed by washing twice with cold wash buffer containing PBS and 0.5% FBS. Flow cytometry data were obtained with a MACSQuant Analyzer 10 (Miltenyi Biotec, Germany), and analyzed with FlowJo software (FlowJo version 10, USA).

### 4.3. siRNA Transfection and Real-Time Quantitative PCR

JeKo-1 or REC-1 cells were transfected with 500 nM specific ICAM1, BTK, S1PR1 (cat# 4390824, s4447, Invitrogen, CA, USA), or control siRNA (Life technologies, NY, USA) using the Neon transfection system (Thermo Fisher Scientific, TMO, NY, USA) (1650 V, 13 ms, 2 Pulses). Total RNA from JeKo-1 or REC-1 cells was isolated using TRIzol (Thermo Fisher scientific) followed by DNaseI treatment (Fermentas, MA, USA). A 1 μg sample of RNA was reverse-transcribed into cDNA using High-Capacity Reverse Transcription kit (Thermo Fisher Scientific). Real-time quantitative PCR was performed with 2 μL of cDNA using 2× SYBR Green Master Mix (Applied Biosystems, Carlsbad, CA, USA).

### 4.4. RNA Extraction, Library Preparation, and Sequencing

Mono and cocultures were set up as previously described [34]. Total RNA was extracted following 24 h of coculture using RNeasy kit (Qiagen, California, USA) with QIAshredders (Qiagen) according to manufacturer instructions. Following quality assessment by TapeStation, libraries were prepared using TruSeq RNA Library Prep Kit v2.0 (Illumina, San Diego, CA, USA) according to the manufacturers protocol with mRNA enrichment by poly-T oligo-attached magnetic beads. The libraries were sequenced using an Illumina HighSeq 2500 instrument (San Diego, CA, USA) generating on average 13 million 2 × 101 bp paired-end reads per sample.

### 4.5. Species-Based Read Separation and Mapping to Reference Genomes

Reference genomes GRCh38.87 and GRCm38.87 with corresponding annotation (.gtf) files were downloaded from ENSEMBL (Wellcome Genome Campus, Hinxton, UK). Indices were built for the species-based short read separation software Xenome (v1.0.1) (Monash University, Clayton, Australia) [64] and the short-read aligner STAR (v2.5.1b) (available online: http://code.google.com/p/rna-star/.) [65]. Raw paired-end short reads were divided based on species origin using the Xenome software with default settings. Separated, paired-end short reads of human and murine origin were aligned to reference genomes GRCh38 and GRCm38, respectively, using the splice aware short read aligner STAR (v2.5.1b) [65] with default options and –sjdbGTFfile pointing to the ENSEMBL.gtf annotation file corresponding to the reference genome and –outFilterMultimapNmax set to 1. Fragments per feature (concatenated exons for one gene) were determined using featurecounts from the package Subread (v1.5.2) (CA, USA).

### 4.6. Differential Gene Expression Analysis and GSEA

Differential gene expression between fractions of JeKo-1 and REC-1 cells was determined using the Bioconductor package edgeR (v3.22.5) (Vincent´s Institute of medical research, Victoria, Australia) following the glmQLF workflow [66]. Genes were ranked on log2 transformed fold changes multiplied by the negative log10 transformed adjusted *p*-value and subsequently subject to gene set enrichment analysis using the Bioconductor package fGSEA (v1.6.0) (ITMO, St Petersburg, Russia) for KEGG pathway gene sets (c2.cp.kegg.v6.2.symbols.gmt) downloaded from the MSigDB (http://www.broadinstitute.org/gsea/msigdb/index.jsp) (Broad Institute, MA, USA) [67].

### 4.7. Data Availability

The datasets generated and analyzed are available for download via the gene expression omnibus (GEO) [68] repository, by accession numbers GSE99501 (JeKo-1 data) and GSE122739 (REC-1 data).

### 4.8. Microarray Data Analysis of Publicly Available Data Sets

Affymetrix microarray gene expression data for cells of lymph node (LN) and peripheral blood (PB) origin from MCL patients was downloaded from the gene expression omnibus using accession numbers GSE70910 and processed as previously described [34]. Intersects between sets of differentially expressed genes were evaluated by Fisher exact tests and subsequently subjected to GO term enrichment analysis using the Bioconductor R package clusterProfiler (v3.10.1, gene sets for biological processes with >10 and <1000 genes were included in the analysis) (Lucent technologies, NJ, USA). Probe sets with reliable expression levels (log2(intensity) >4) for all samples in at least one condition were included in the analysis. Gene expression changes between LN and PB were calculated for each patient alongside fold changes determined by edgeR for adherent and suspension cells in coculture for JeKo-1 and REC-1 and were used for hierarchical clustering (R package: pvclust v2.0-0, method.dist = “euclidean”, method.hclust = “average”, nboot = 1000) or tSNE analysis (R package: Rtsne v0.15, perplexity = 8, theta = 0.5).

### 4.9. Cytokine Levels in Conditioned Media

MS-5 stromal cells were seeded 24 h in advance onto tissue culture treated 12 well plates at 5 × 10^4^ cells per well. 25 × 10^4^ JeKo-1/REC-1 cells were subsequently added to the stromal cells or to separate wells supplemented with anti-IgM at 1 µg/mL or 10 µg/mL (unlabeled goat F(ab’)2 Anti-Human IgM, Southern Biotech, AL, USA). Monocultured MS-5 and JeKo-1/REC-1 cells were seeded as controls. At 24 and 48 h, cells were spun down and conditioned media was stored at −20 °C until further analysis. The samples were diluted 1:5 using diluent buffer provided by kit and analyzed by sandwich ELISA for human CCL3 and human CCL4 according to the manufacturer’s instructions (R&D Systems, DMB00 and DMA00).

### 4.10. Cell Migration Assay

MS-5 stromal cells were seeded 24 h in advance as described above, and conditioned medium from the culture (CM) was collected at the time of experiment. JeKo-1 and REC-1 cells (cell density of 0.8 × 10^6^ cells/mL) were stained with calcein-AM (1 µM; Thermo Fisher Scientific, NY, USA) for 30 min at 37 °C, 5% CO2. Cells were washed twice and resuspended to 2 × 10^6^ cells/mL density in either 10% FBS in αMEM-glutamax in the case of chemotaxis towards CM or in 10% FBS in RPMI-glutamax in the case of chemotaxis towards CXCL12. Chemotaxis assay was performed using Boyden chamber system (Corning, NY, USA), during which cells were placed on top of the Fluoroblok insert (8 µm pore size; Corning, NY, USA) with the well below containing either medium alone, CM or medium with CXCL12 (200 ng/mL; R&D Systems, Minneapolis, MN, USA). Cumulative numbers of migrated cells were acquired using a Nikon Eclipse Ti confocal microscopy system (Nikon Instruments, Melville, NY, USA) with a 10× objective. Migration was quantified by counting fluorescent cells in bottom wells with NIS-Elements AR software (Nikon Instruments, Melville, NY, USA) either in a time lapse manner or at a single time point (4 h). When indicated, cells were treated with AMD3100 (25 µg/mL) (Sigma, St. Louise, MO, USA) 20 min prior to placing the cells in the upper chamber.

### 4.11. Statistical Analysis

All the data are reported as the sample mean ± the standard error of the mean (SEM). Either pairwise comparisons between means of different treatments of same cell type or unpaired comparison between mean of groups were performed using a Student *t*-test (two-tailed, paired/unpaired) for each couple of normally distributed populations. Throughout the text, significant statistical differences are indicated for *p* values.

## 5. Conclusions

Here, we propose that functional in vitro assays based on MCL stromal adhesion can identify and model relevant pathways and might be used to identify patients likely to respond to novel treatments. Importantly, such model systems will improve our understanding of potential pathological strategies employed in different cases of MCL and facilitate the identification of potential biomarkers that could be used to improve decision making in relation to which patients should be offered which treatments.

## Figures and Tables

**Figure 1:**
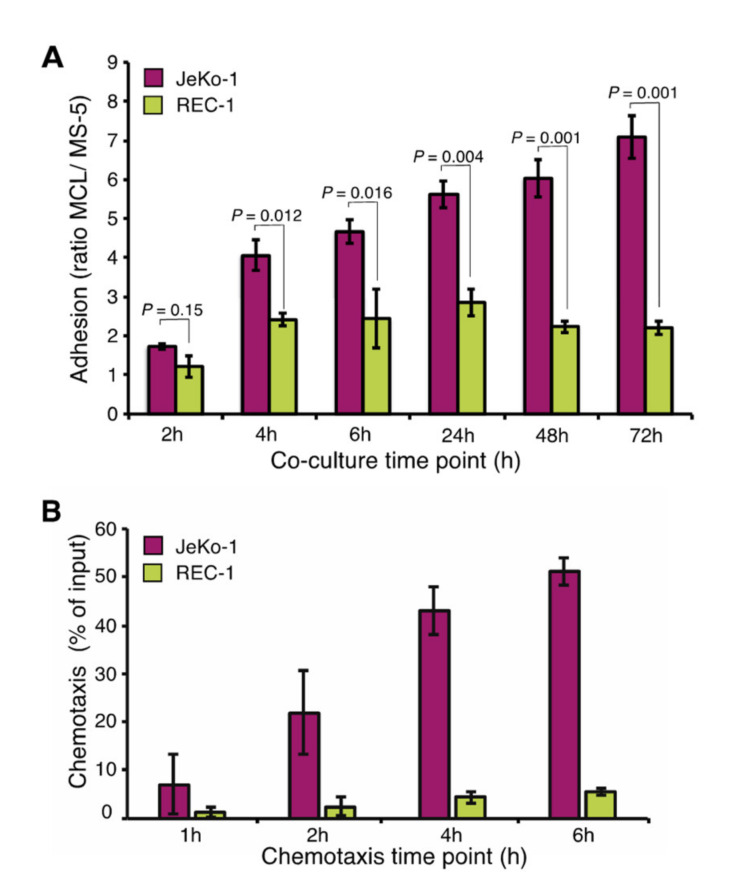
Different adhesion of JeKo-1 and REC-1 MCL cells to stroma. (**A**) Two human mantle cell lymphoma (MCL) cell lines, JeKo-1 and REC-1, were cocultured with MS-5 stromal cells at a 10:1 ratio for different time-periods. The number of adhered MCL cells was quantified after washing the wells as the ratio of MCL cells to stromal cells, using flow cytometry (*n* = means from ≥3 culture wells in three independent experiments). Error bars represent the standard error of the mean (SEM). *p*-values represent statistical significances between two cell lines at different time points. (**B**) Chemotaxis of JeKo-1 (pink) and REC-1 (yellow) cells was measured by a transwell migration assay measuring migration towards stroma-conditioned medium for mentioned time points (*n* = 4 independent experiments). An average of the percentage of input cells is shown, error bars represent SEM. *P* values represent statistical significances between migration towards medium or conditioned medium for each cell line. JeKo-1 *p* values: 0.36, 0.09, 0.004, 0.008 and REC-1 *p* values: 0.38, 0.31, 0.02, 0.007.

**Figure 2:**
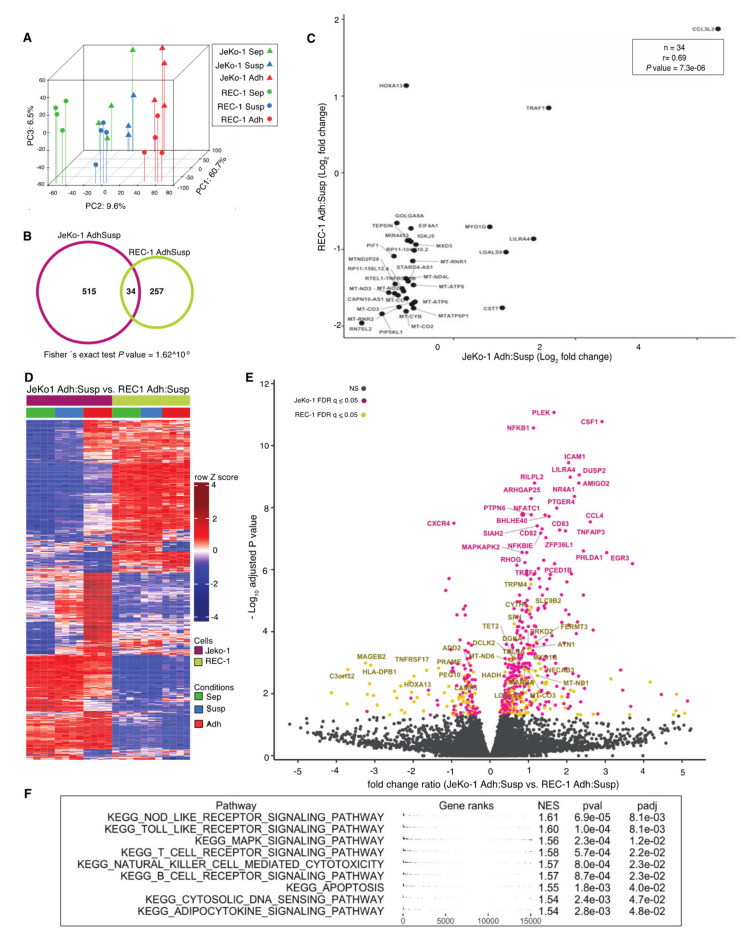
Adhesion to stroma affects global gene expression differently in JeKo-1 and REC-1 cells (**A**) Principle component analysis of genome-wide RNA transcription data from REC-1 (circles) and JeKo-1 (triangles) cells for three different fractions: monocultured cells (Sep: in green), suspension cells within coculture (Susp: blue), and adherent cells within the coculture (Adh: red). (**B**) Venn diagram showing the number of differentially expressed genes between adherent JeKo-1 cells relative to suspension cells (pink circle, false discovery rate (FDR) *q*-value ≤ 0.05, absolute fold change (FC) ≥ 1.5) and for adherent REC-1 cells relative to suspension cells in the coculture (yellow circle, FDR *q*-value ≤ 0.05, FC ≥ 1.5). Thirty-four genes were differentially expressed in both adherent JeKo-1 and adherent REC-1 cells when compared to their relative suspension counterpart. (**C**) Scatter plot of log_2_ transformed FC for the 34 intersect genes from (**B**). (**D**) Heatmap of 590 genes that are differentially expressed in adherent REC-1 cells relative to suspension cells in the coculture compared to adherent JeKo-1 cells relative to suspension (*n* = 4 independent experiments, FDR *q*-value ≤ 0.05). (**E**) Volcano plot representation for the comparison of genes that are differentially expressed between Adh versus Susp JeKo-1 cells and Adh versus Susp REC-1 cells. Pink represents genes with significantly changed transcript levels where the differential of FC can be ascribed to a higher absolute FC in JeKo-1 and yellow represents genes where the absolute FC is higher in the REC-1 cells (FDR *q*-value > 0.05). Grey: genes with nonsignificant transcript level changes. (**F**) Gene set enrichment analysis for gene sets from the KEGG pathway database using the differently regulated gene set (*n* = 590). A positive normalized enrichment score (NES) represents gene sets that were enriched for due to a higher regulation in the JeKo-1 cells and a negative NES for gene sets containing genes with a higher regulation in REC-1. Significantly enriched KEGG pathways are shown and a full table with enriched pathways is available as Table S2.

**Figure 3:**
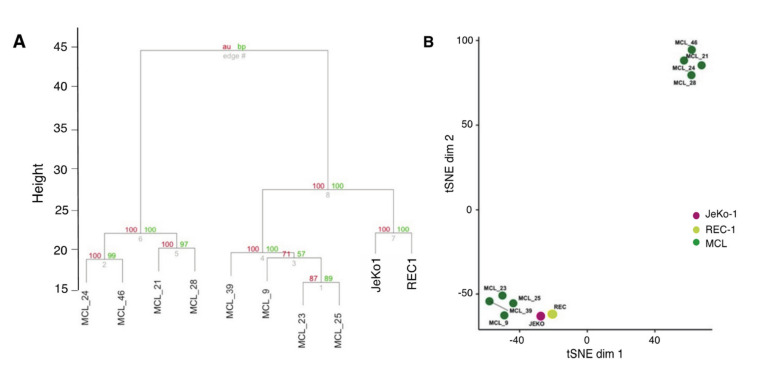
Adhesion-regulated gene expression in cell lines mimics microenvironment-regulated gene expression in MCL patients. (**A**) Dendrogram representation of hierarchical clustering based on log2 fold changes for differentially expressed genes between adherent and suspension JeKo-1 and REC-1 cells and cells of lymph node (LN) versus peripheral blood (PB) origin from MCL (total 684 genes). Clustering only performed using adhesion-dependent differentially regulated genes. (**B**) tSNE representation of data presented in A with perplexity set to 3.

**Figure 4:**
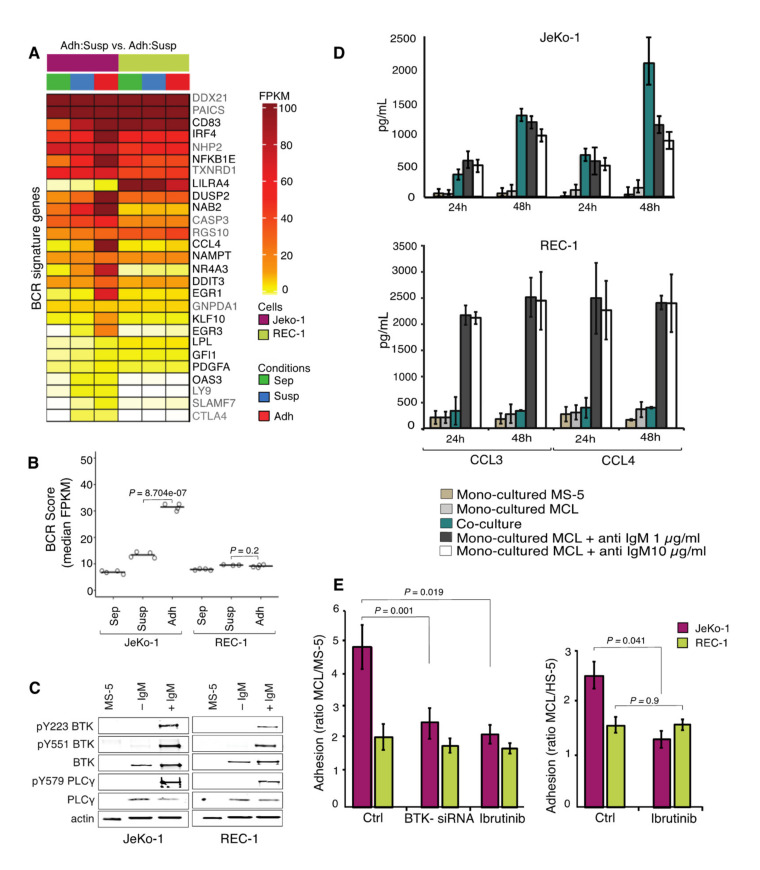
Differential expression differences in B-cell receptor (BCR) signature genes in JeKo-1 and REC-1 cells upon adhesion to stroma. (**A**) Transcript levels for BCR signature genes for three different fractions of JeKo-1 and REC-1 cells, monocultured cells (Sep, in green), suspension cells in coculture (Susp, blue), and adherent cells in coculture (Adh, red). Genes with a significant differential expression are marked in black (FDR *q*-value ≤ 0.05 and absolute fold change ≥ 1.5) (*n* = 4 independent experiments). (**B**) Median FPKM values (Fragments Per Kilobase per Million of reads) for BCR signature genes for mono- and cocultured (Susp and Adh) JeKo-1 and REC-1 cells. *p*-values are calculated using Fisher’s exact test. (**C**) Functional characterization of BTK in JeKo-1 and REC-1 cells using western blot analysis. Cells were activated with anti-human IgM (10 μg/mL) and H2O2 (4 mM) for 5 min at room temperature and whole cell lysate were extracted and subjected to immunostaining with anti-BTK, anti-phosphorylated BTK (Y223 and Y551), anti-PLCγ2, and anti-phosphorylated PLCγ2 (Y579) antibodies. (**D**) CCL3 and CCL4 cytokine levels in conditioned media from mono-cultured and cocultured JeKo-1 and REC-1 cells compared to monocultured JeKo-1 and REC-1 cells in the presence of anti-human IgM following 24 h and 48 h of coculture or anti-IgM stimulation. CCL3 and CCL4 concentrations were measured by sandwich Elisa. Brown: MS-5, Light gray (JeKo-1 or REC-1) cells without anti-human IgM, Turquoise: (JeKo-1 or REC-1) cocultured with MS-5, Dark gray and white: (JeKo-1 or REC-1) with anti-human IgM treatment (1 and 10 μg/mL). (**E**) The ratio of adhered JeKo-1 or REC-1 cells to mouse or human stromal cells was quantified after 4 h of coculture using flow cytometry. Untreated cells, BTK knockdown (BTK-siRNA) and Ibrutinib (0.5 µM) treated cells. (*n* = 3 independent experiments). Error bars represent the SEM Student’s *t*-test was performed and the *p*-values indicate the significance of differences between the number of stromal cell adhered JeKo-1 or REC-1 cells in Ctrl and BTK inhibited cells.

**Figure 5:**
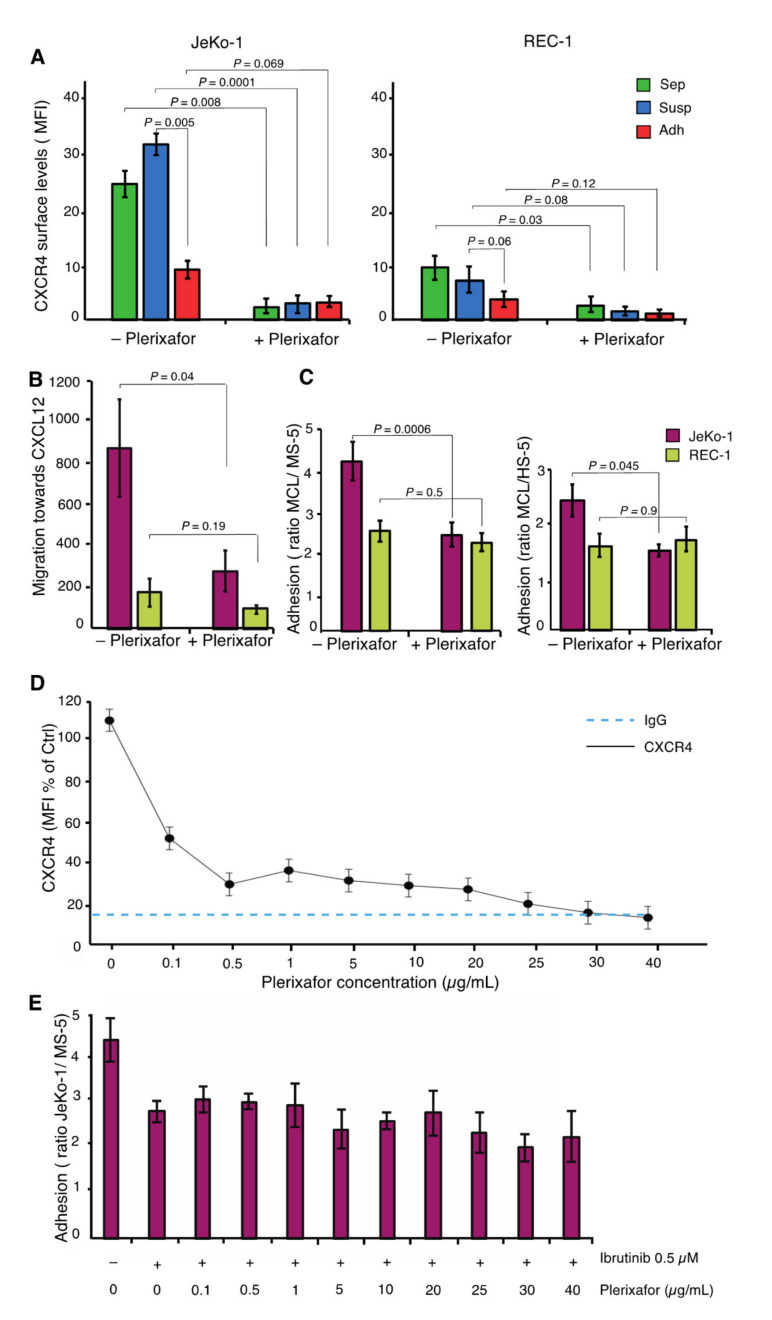
JeKo-1 and REC-1 cells express different cell surface levels of CXCR4 (**A**) Membrane expression level of CXCR4 in three different fractions of JeKo-1 and REC-1 cells without and with Plerixafor treatment (final concentration of 25 µg/mL), presented as mean fluorescent intensity (*n* = 3). (**B**) Chemotaxis of JeKo-1 (pink) and REC-1 (yellow) cells was measured by transwell migration assay towards CXCL12 without and with Plerixafor for 4 h (final concentration of 25 µg/mL). Bars represent the number of migrating cells toward CXCL12 normalized to medium without CXCL12. (**C**) MCL cells were cocultured with either MS-5 or HS-5 stromal cells without and with 25 µg/mL Plerixafor for 4 h and the number of adherent cells was quantified using flow cytometry (*n* = 3 independent experiments and error bars represent SEM). Student’s *t*-test was performed, and the *p* value indicates differences between the number of stromal cells adhered JeKo-1 cells in treated and untreated cells. (**D**) Plerixafor dose–response curve in JeKo-1 cells presented as mean fluorescent intensity (*n* = 3). (**E**) JeKo-1 cells were treated with 0.5 µM Ibrutinib for 1 h, then treated cells were cocultured with MS-5 cells in the absence or presence of different concentrations of Plerixafor for 4 h and the number of adherent cells were quantified using flow cytometry (*n* = 3 independent experiments and error bars represent SEM).

**Figure 6:**
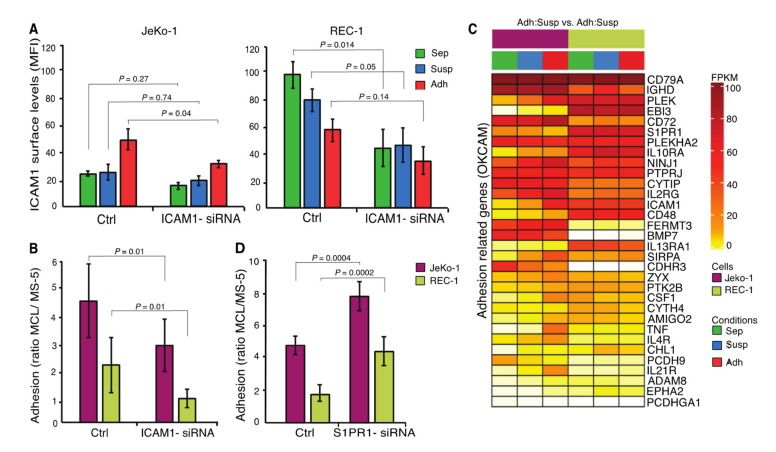
ICAM1 and S1PR1 are important for the adhesion of MCL cells to stroma (**A**) Membrane expression of ICAM1 in three different fractions of JeKo-1 and REC-1 cells without and with ICAM1-siRNA knockdown presented as mean fluorescent intensity. (**B**) MCL cells were cocultured with MS-5 stromal cells for 4 h without and with ICAM1 siRNA knockdown and the number of adherent cells was quantified using flow cytometry. (*n* = 3 independent experiments and error bars represent SEM). (**C**) Transcript levels for significantly differentially expressed genes (FDR *q*-value ≤ 0.05) involved in cell adhesion (Genes retrieved from the cell-adhesion database OKCAM (http://okcam.cbi.pku.edu.cn)) for three different fractions of JeKo-1 and REC-1 cells, monocultured cells (Sep) in green, suspension cells in coculture (Susp) in blue and adherent cells in coculture (Adh) in red. (**D**) MCL cells were cocultured with MS-5 stromal cells for 4 h without and with S1PR1 siRNA knockdown and the number of adherent cells was quantified using flow cytometry. (*n* = 3 independent experiments and error bars represent SEM). Student’s *t*-test was performed and the *p* value indicates differences between the number of stromal cells adhered MCL cells in nontransfected and siRNA-transfected cells.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/5/1143/s1, Figure S1: JeKo-1 and REC-1 cells bind to stromal cells. Figure S2: JeKo-1 cells bind more to stromal cells compared with REC-1 cells. Figure S3: Intrinsic disorder region (IDR) content of proteins encoded by adhesion regulated genes in relation gene sets that are similarly or differently regulated in JeKo-1 and REC-1 cells. Figure S4: siRNA induced silencing of adhesion-associated genes. Figure S5: Differential expression differences in NF-κB signature genes in JeKo-1 and REC-1 cells upon adhesion to stroma. Figure S6: BCR signaling is important for adhesion of JeKo-1 but not REC-1 cells to stroma. Figure S7: Raw data for western blots shown in the paper. Table S1: Comparison of mRNA levels between 3 different fractions; adhesion and suspension in coculture and as well as monocultured JeKo-1 and REC-1 cells. Table S2: Summary of gene set enrichment analysis for differentially regulated genes using the KEGG pathway database. Table S3: Summary of gene set enrichment analysis of similarly regulated genes using KEGG pathway analysis via DAVID webserver.

# Supplementary material for: Differential B-Cell Receptor Signaling Requirement for Adhesion of Mantle Cell Lymphoma Cells to Stromal Cells
**Source:** Cancers (Basel). 2020 May 2;12(5):1143. doi: 10.3390/cancers12051143

Supplementray Materials: Differential B-Cell Receptor Signaling Requirement for Adhesion of Mantle Cell Lymphoma Cells to Stromal Cells

Laia Sadeghi, Gustav Arvidsson, Magali Merrien, Agata M.Wasik, André Görgens , C.I. Edvard Smith, Birgitta Sander and Anthony P. Wright

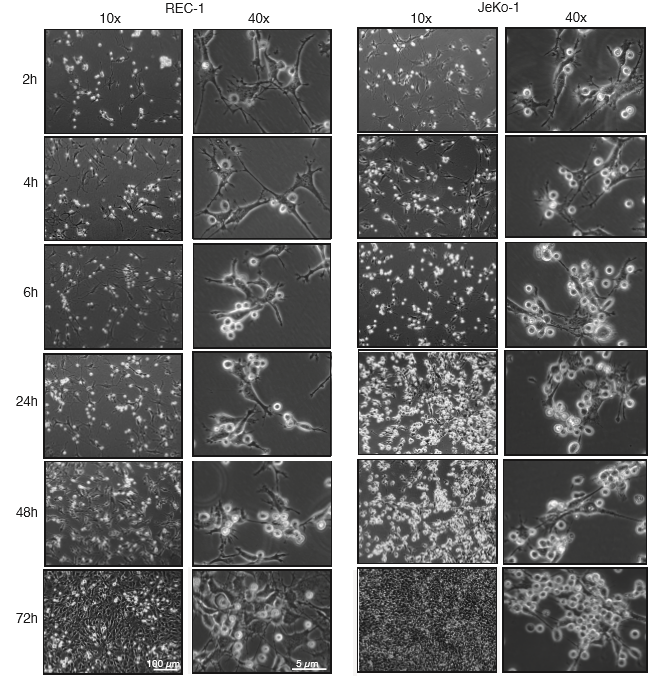

**Figure S1.** JeKo1 and REC-1 cells bind to stromal cells. Bright field microscopy images of co-cultured human JeKo-1 and REC-1 cells with MS-5 mouse stromal cells in indicate time points using 10x and 40x objectives.

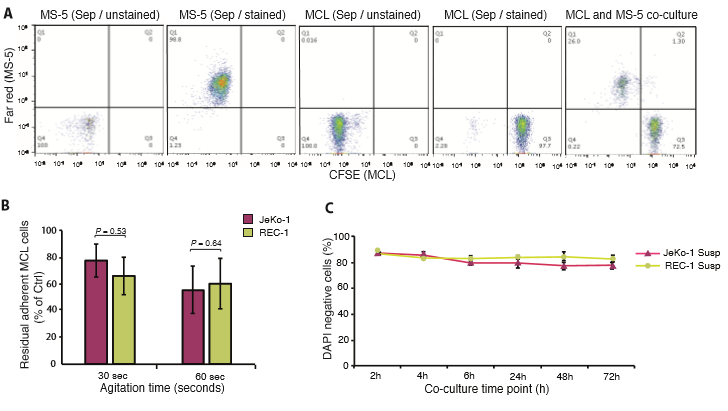

**Figure S2.** JeKo-1 cells bind more to stromal cells compared with REC-1 cells. (**A**) Flow cytometry gating strategies to separate MCL cells from MS-5 stromal cells in the co-culture. CFSE (Carboxyfluorescein succinimidyl ester) labeled MCL cells were co-cultured with Far Red label MS-5 stromal cells. Flow cytometry was used to separate two cell lines based on fluorescence signal. (**B**) MCL cells were co-cultured with MS-5 stromal cells for 4 hours. Suspension cells were removed and the number of adherent cells was quantified after washing for the indicated time periods (*n* = 3 representative of 3 independent experiments). Error bars show the s.e.m. Student’s t-test was performed and the *p* values indicate differences between JeKo-1 and REC-1 cells. (**C**) Suspension fraction of MCL cells in co-culture were stained with DAPI and the number of DAPI negative cells were calculated as percentage of total events.

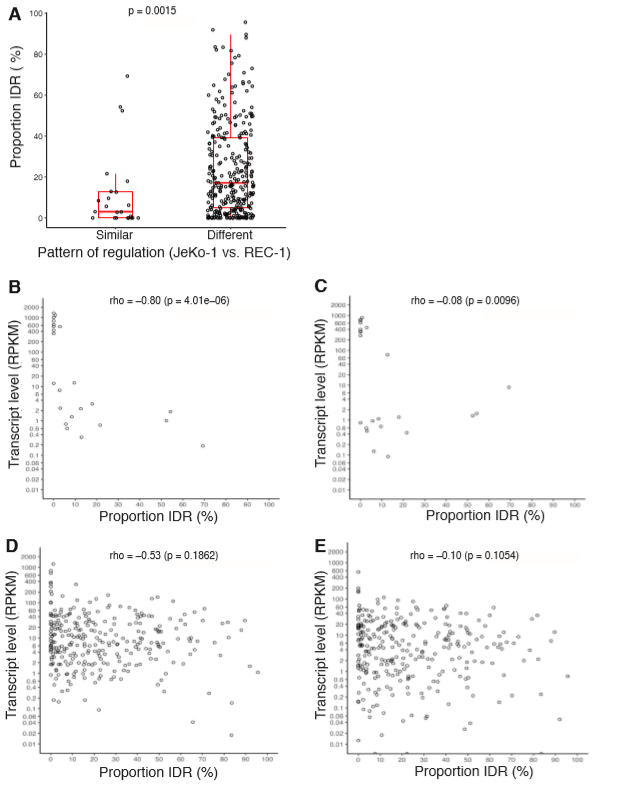

**Figure S3.** Intrinsic disorder region (IDR) content of proteins encoded by adhesion regulated genes in relation gene sets that are similarly or differently regulated in JeKo-1 and REC-1 cells. (**A**) Scatter plot comparing the IDR content (%) of proteins encoded by adhesion associated genes that are similarly or differently regulated in JeKo-1 and REC-1 cells upon adhesion to stromal cells. The box plot shows median and IQR values. Wilcoxon test *p*-value <0.05. (**B–E**) Scatter plots of estimated transcript levels (RPKM) in relation to the IDR content of encoded proteins for genes similarly (**B**, **C**) or differently (**D**, **E**) regulated genes upon adherence to stromal cells, using RPKM values for JeKo-1 (**B**, **D**) or REC-1 (**C**, **E**) cells. IDR scores were determined using the IUPred2A predictor (<https://iupred2a.elte.hu>) [[1](#_ENREF_1)] with the “long disordered region” argument. For genes associated with more than one protein sequence (e.g., splice variants) the first listed, longest retrieved sequence from Biomart was selected. Percent IDR content of proteins was defined as the percentage of residue-by-reside IDR scores >0.5. The RPKM values are the mean value (*n* = 4) for each cell line and condition, see Table S1.

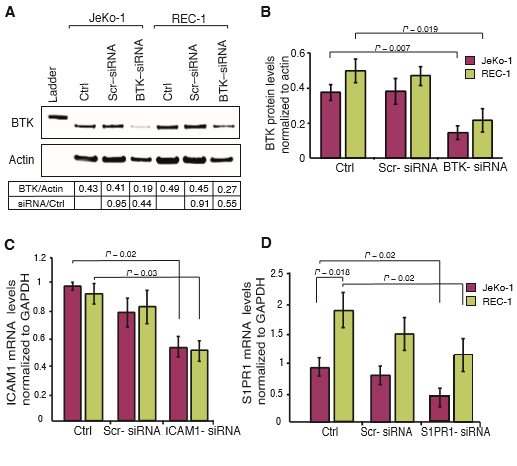

**Figure S4.** siRNA induced silencing of adhesion-associated genes. (**A**) The efficiency of BTK knockdown in JeKo-1 and REC-1 cells using siRNA was confirmed by western blot using actin as loading control. Total BTK was normalized to actin and BTK levels in transfected cells were normalized to non-transfected Ctrl. (**B**) Western blot data showing BTK protein levels in 3 independent experiments normalized to actin. (**C**) ICAM1 mRNA levels in non-transfected, scrambled and ICAM1-siRNA transfected cells normalized to GAPDH. (**D**) S1PR1 mRNA levels in non-transfected, scrambled and S1PR1-siRNA transfected cells normalized to GAPDH. Error bare represent the s.e.m. Student’s t-tests were performed and the *P* value indicate differences between un-transfected Ctrl and transfected cells.

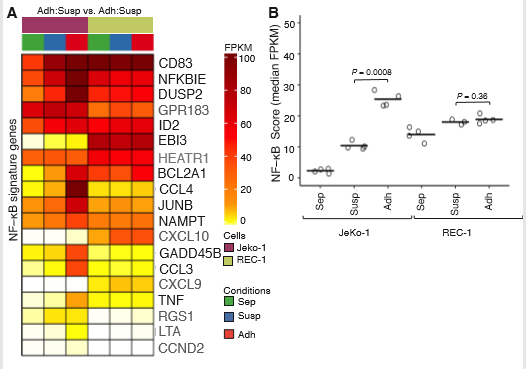

**Figure S5.** Differential expression differences in NF-κB signature genes in JeKo-1 and REC-1 cells upon adhesion to stroma. (**A**) Transcript levels for NF-κB signature genes for three different fractions of JeKo-1 and REC-1 cells, mono-cultured cells (Sep) in green, suspension cells in co-culture (Susp) in blue and adherent cells in co-culture (Adh) in red (*n* = 4 independent experiment). (**B**) Median FPKM values (Fragments Per Kilobase per Million of reads) for NF-κB signature genes for mono and co-cultured (Susp and Adh) JeKo-1 and REC-1 cells. (1.59 × 10^–11^) Fisher’s exact test *P*-value for the intersect between differentially expressed genes (FDR q-value ≤ 0.05 and absolute fold change ≥ 1.5) and NF-κB signature genes**.**

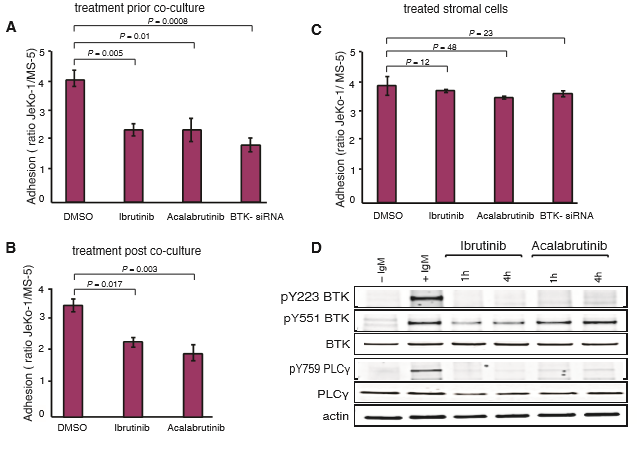

**Figure S6.** BCR signaling is important for adhesion of JeKo-1 but not REC-1 cells to stroma. (**A**) JeKo-1 cells were treated with 0.5 μM Ibrutinib or 1.5 μM Acalabrutinib for 1 hour, then treated cells as well as BTK knockdown JeKo-1 cells were co-cultured with MS-5 cells for 4 hours and the number of adherent cells were quantified using flow cytometry. (**B**) JeKo-1 cells were co-cultured with stromal cells for 24 hours, then un-bound cells were removed and 0.5 μM Ibrutinib or 1.5 μM Acalabrutinib or normal medium were added to the co-cultures for 4 hours and the number of adherent cells was quantified using flow cytometry. (**C**) MS-5 stromal cells were treated with 0.5 μM Ibrutinib or 1.5 μM Acalabrutinib for 1 hour, treated cells as well as BTK knockdown (BTK-siRNA) cells were subsequently co-cultured with JeKo-1 cells for 4 hours and the number of adherent cells was quantified using flow cytometry. (**D**) Western blot data showing total BTK, serine 223 and serine 551 phosphorylation levels in Ibrutinib and Acalabrutinib treated cells 1 and 4 hours after treatment. Error bare represent s.e.m. Student’s t-tests were performed and the *P* values indicate differences between Ctrl and BTK blocked cells.

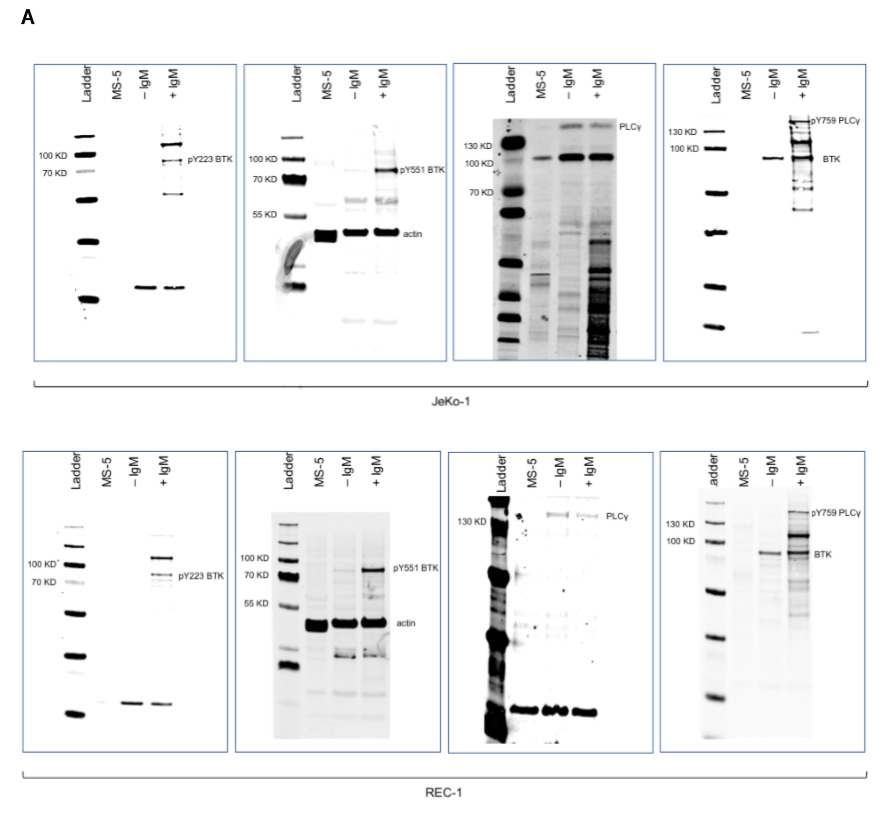

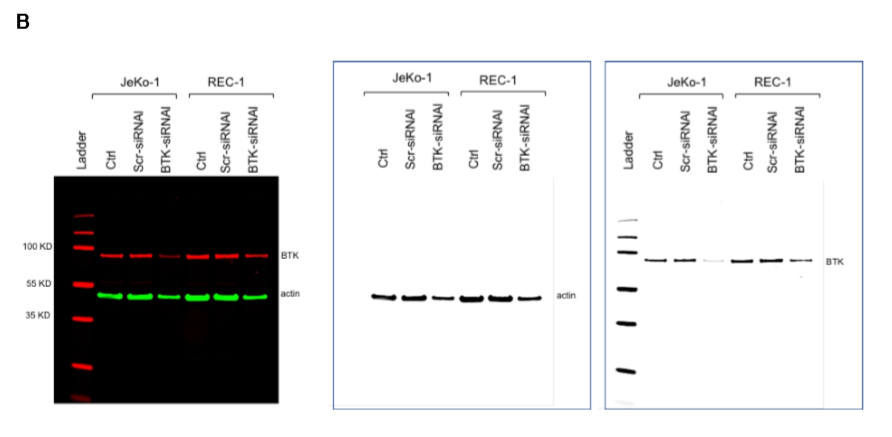

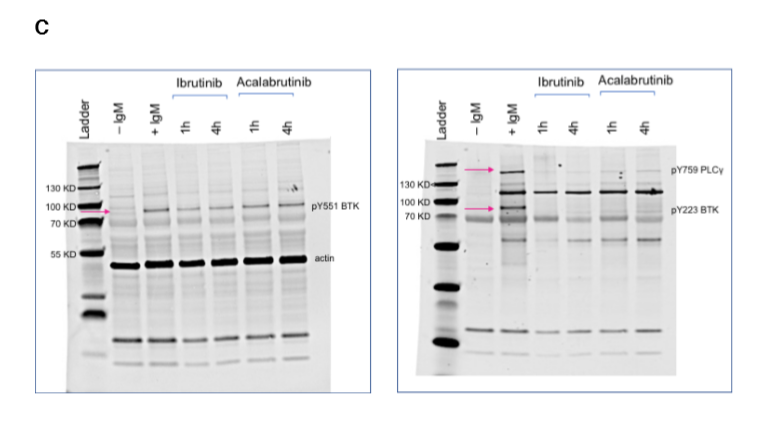

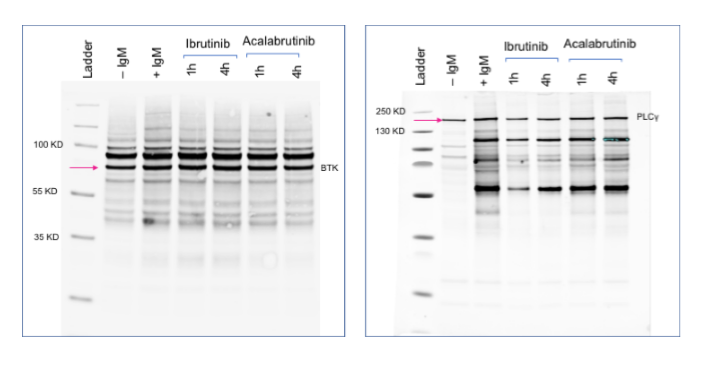

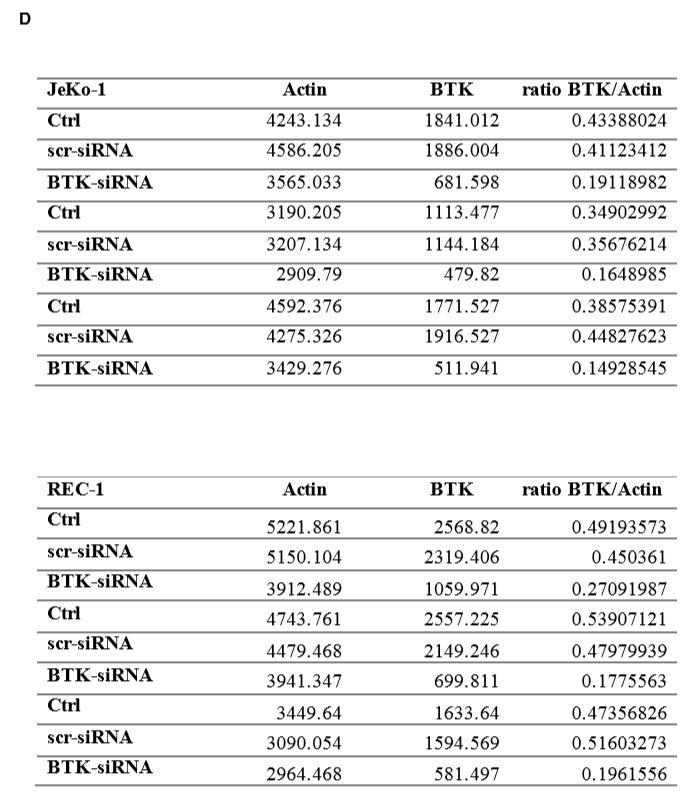

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

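RNA-seq gene counts of 16 libraries were used, 4 each of monocultured REC-1 cells (Sep), REC-1 cells in suspension in the coculture (Susp), REC-1 cells adhered to MS-5 (Adh) and MS-5 cells alone, with coculture for 24 h. The authors separated human from mouse read pairs with Xenome, aligned them with STAR and counted fragments on genes with featureCounts. The deposited values were whole numbers per gene, checked as counts that were neither normalized nor filtered, for 58051 human and 49671 mouse genes. Human counts were used for the 12 REC-1 libraries and mouse counts for the 4 Adh libraries and the 4 MS-5 libraries. The other 20 columns of the count tables, which hold samples outside these groups, were not used.

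Human counts per library ranged from 7758979 to 21467832. Mouse counts ranged from 10097555 to 17397651 in MS-5 cells alone (median 13603780) and from 29495404 to 34615602 in the Adh libraries (median 32469806.5). At these depths counting error limits the precision of genes at a few CPM or less. Intervals on shares cover counting error only. If both reads of a pair were counted, these intervals are too narrow and genes with few counts are less precise than their counts imply.

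Statistics were computed in R 4.3.3. The comparisons of Adh with Susp, Susp with Sep and Adh with Sep cells were contrasts in 1 edgeR 4.0.16 model of the REC-1 groups, with filterByExpr, TMM normalization and the quasi-likelihood F-test in its earlier form. MS-5 cells in coculture were compared with MS-5 cells alone in a separate model of the mouse counts, which tested 12201 genes. A gene was called at a Benjamini-Hochberg adjusted p-value of at most 0.05 and a fold change of at least 1.5. Gene sets were tested with camera (inter-gene correlation 0.01) and fry from limma 3.58.1. Lists were also counted by p-values adjusted within the list, and their share of calls was compared with that of the other tested genes by Fisher's exact test. The lists were the genes read from Figures 2C, 2E, 4A, 6C and S5A, the 13 protein genes of the mitochondrial genome, 122 nuclear oxidative phosphorylation genes, and 30 genes of S phase and mitosis. RPKM used the union of exon lengths from GENCODE release 44 for human genes, and gene positions came from the same release and from release 21 of the mouse annotation. Signature levels were compared by two-sided exact permutation tests on library values, and the 2 p-values were adjusted together. Principal components were computed on log2 CPM with a prior count of 2.

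The numbers of the replicates were tested as pairs. Libraries with the same number share a sample code in the labels, which do not say what the number marks. The paper gives n = 4 independent experiments and takes Adh and Susp cells from within the cocultures, so equal numbers may mark 1 experiment. If so, the comparisons without the replicate number ignore a pairing. The group means used in this test included Susp replicate 2. Over genes, the deviations of libraries with the same number from their group means correlated with r above 0.1 for 1 of 4 numbers between Adh and Susp, 1 of 4 between Susp and Sep, 3 of 4 between Adh and Sep and 2 of 4 between MS-5 in coculture and alone. As r was to be above 0.1 for all 4, groups were compared without the replicate number, as set at the start, and it entered as an alternative. The REC-1 Susp means of Table S1 follow Susp replicates 1, 3 and 4, so each REC-1 result was computed over those 11 libraries and over all 12. The first of these sets was chosen after seeing the data.

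The genes named in the text were fixed by rule before the data were examined, as were the comparisons, lists, thresholds and first set of alternatives. The rule takes every gene named in the paper's results on REC-1 expression, the genes of Figure 2C, the genes of Figures 4A, S5A and 6C that were called between Adh and Susp cells, and for each comparison the 5 genes with the largest rise and the 5 with the largest fall among the calls whose libraries do not overlap between groups and whose mean is at least 10 CPM in 1 group. Genes outside this rule, chosen after their values were seen, are TNF, CYTH4 and AMIGO2, the genes called from the Figure 2E labels, and the mitochondrial pseudogenes as a set. The list of mouse mitochondrial protein genes was set at the start.

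The alternatives were the replicate number as a term, DESeq2 1.42.0 with its size factors, upper-quartile normalization, no low-count filter, at least 10 counts in every library, removal of mitochondrial genes, counts thinned to the smallest library, no fold-change minimum, a model of Adh and Susp libraries alone, and each replicate left out in turn. Alternatives added after seeing the data were the 11 libraries, a correction of each library for a smooth trend of log2 CPM on GC content and exon length (loess span 0.3), combinations of these with the replicate number, and variants of the filter and the dispersion method over the 11 libraries. Each comparison was also repeated over the 35 splits of its libraries into groups of the same sizes. Code was tested on simulated counts in which a known set of genes was changed, and the GC correction on counts with an added trend. In simulated human counts, 192 of 200 changed genes were called with 5 false calls, and in simulated mouse counts 198 of 200 with 3 false calls.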

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

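All tests of Susp replicate 2 in this part were chosen only after the result was seen, the GC and length correction applied to MS-5 was added after seeing the REC-1 data, and the other tests of MS-5 were set before their result.

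Among 153 groups of 4 libraries, 15 held a library whose gap to the nearest of the others was a larger share of the group's range than Dixon's 95% critical value, where chance gives 7.65. The groups are not independent, since the same libraries are read for many genes, so a single value apart carries little weight.

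Susp replicate 2 accounts for 4 of the 15. The Spearman correlation across genes between its deviation and exon length was -0.58, against 0.40 to 0.43 in the other Susp libraries (gap share 0.969). It was also apart for DUSP2 (78.7 against 55.0 to 58.7 CPM, 0.843), CD48 (109.0 against 84.3 to 87.8 CPM, 0.859) and CCL3 (2.70 against 1.41 to 1.50 CPM, 0.932). This is the library that the means of Table S1 leave out. Its total of 16698049 human counts lay within the range of the other Susp libraries, which argues against depth. Its mitochondrial share of 1.66% lay among the Susp libraries and above each Adh library, which argues against an Adh library under a Susp name. A correction of each library for GC content and exon length removed 45.4% of the variance of its deviation over 8861 genes, but the SD of the deviation remained at 0.322 (0.435 before), against at most 0.178 in the other Susp libraries. A trend with GC content and length may therefore be part of what sets this library apart, and it is not the whole. What makes up the rest stays open, and no biological explanation was tested, since the library shares its condition with the other 3.

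Adh replicate 2 was the lowest Adh library for MT-ND1 (110.6 against 201.6 to 209.6 CPM, 0.919) and MT-ND2 (209.9 against 437.1 to 482.2 CPM, 0.834). Without replicate 2, the median log2 fold change of the mitochondrial protein genes between Adh and Susp cells was -1.49, against -1.64 with it, so the fall does not rest on this library. The mouse mitochondrial share of Adh replicate 2 was also the lowest, at 0.157% against 0.316% to 0.361% in the other Adh libraries. Its human share was 0.362% against 0.588% to 0.683%. A loss of mitochondrial RNA common to this whole library is thus left open. No technical or biological explanation for the library itself was tested.

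Susp replicate 1 had an NF-κB signature of 7.39 against 16.4 to 17.3 in the other Susp libraries (gap share 0.909). Without replicate 1 the difference between Adh and Susp cells was -3.11, against -2.12 with all 12 libraries. Replicate 1 was also the lowest of the Sep libraries, at 7.12, and of the Adh libraries, at 8.61. A difference that goes with the replicate number is thus left open. No explanation for this library was tested.

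The remaining REC-1 genes each had a single library apart. These were HOXA13 in Susp replicate 3 (0.677 against 1.06 to 1.11 CPM, gap share 0.897), EGR1 in Sep replicate 3 (13.4 against 17.2 to 17.5 CPM, 0.908), EGR3 in Adh replicate 1 (2.10 against 3.37 to 3.60 CPM, 0.848), CCL3 in Adh replicate 3 (1.16 against 3.01 to 3.34 CPM, 0.849), and TSPAN13 in Sep replicate 2 (8.70 against 7.58 to 7.74 CPM, 0.853) and in Adh replicate 4 (8.98 against 13.6 to 14.3 CPM, 0.875). HOXA13, EGR3 and CCL3 were at a few CPM or less, where few counts limit the precision. No other explanation was tested for these genes.

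The mouse counts give a comparison that the paper does not report, MS-5 cells in coculture with adherent REC-1 cells against MS-5 cells alone. Of 12201 genes, 25 were called, 5 higher and 20 lower in coculture, and 1374 had an unadjusted p-value below 0.05. The groups did not overlap for 24 of the 25, and for 6.74% of all tested genes, where chance gives 2.86%. Prl2c2 (ENSMUSG00000079092) fell from 173.9 ± 9.70 to 73.2 ± 10.22 CPM (SD, n = 4 each; log2 fold change -1.25, edgeR adjusted p = 5.61e-06) and Ptgs2 (ENSMUSG00000032487) from 187.2 ± 21.4 to 87.9 ± 13.5 CPM (log2 fold change -1.09, edgeR adjusted p = 5.73e-05). Prl2c3, Hmox1 and Cxcl5 had log2 fold changes of -1.20, -0.85 and -1.31, and Pi15, Krt13 and Medag of 0.61, 0.60 and 0.59. Of the 4 fits that each left out 1 replicate, the Medag call was lost in 4 and the Cxcl5, Pi15 and Krt13 calls in 2 each, and the Prl2c2, Prl2c3, Ptgs2 and Hmox1 calls in 0. In coculture, Krt13 was at 51.7 CPM in replicate 3 against 60.8 to 62.4 in the others (gap share 0.842), and Ptgs2 at 108.0 CPM in replicate 1 against 78.9 to 83.4 in the others (0.846).

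Several technical explanations were tested for the 25 calls. With libraries thinned to the smallest, 21 genes were called, and after GC and length correction 26, so similar numbers of genes were called. How many of the 25 are among them is not known, so these counts do not exclude depth, GC content or length for single genes. The 10 most abundant genes took 0.183 percentage points more of the mouse counts in coculture, too little to move other genes. For 4 of the 5 higher genes with a human gene of the same symbol, expected misassigned human reads made up a median of 0% of the coculture count. The median rate in this direction was itself 0%, which fixes that value for any gene, so misassignment was not decided by it. Of the 35 splits of the 8 libraries into groups of 4, 1 (the real one) gave as many calls. The largest other split, with 20 calls, set replicates 1 and 2 of both groups against replicates 3 and 4, which is a difference between replicate numbers of about the same size. With the replicate number as a term, 45 genes were called. Leaving out replicate 2, 3 or 4 left 11, 7 or 8 calls. A response of MS-5 cells to REC-1 cells may explain the 25 calls as a hypothesis, and other differences between the cultures were not tested.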

How the results depend on the processing

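No test in this part was chosen only after the result was seen, since its comparisons and gene lists were set at the start, and the settings added after seeing the data are named as such. The planned removal of genes with expected misassigned reads of the other species could not be run, since libraries of 1 species have no counts on the other genome. The median log2 fold change of all tested genes between Adh and Susp cells stayed between -0.04 and 0.01 in the settings for which it was computed, which leave out the variants of filter and dispersion method added last.

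Between Adh and Susp cells, 100 genes were called over all 12 libraries. The count was 281 with the replicate number as a term, 239 with DESeq2 and 341 without the low-count filter, and between 86 and 121 under the other alternatives set at the start that kept all replicates. Across the 4 fits that each left out 1 replicate, it was 25 to 78, with 25 without replicate 3 and 28 without replicate 4. Among the settings chosen after seeing the data, it was 89 over the 11 libraries, 419 with the replicate number as a term over them, 242 without the low-count filter, 463 without the filter and with the replicate number, 373 with at least 10 counts in every library and the replicate number, and 162 with DESeq2, all over the 11 libraries. After GC and length correction it was 128, 151 over the 11 libraries, and 168 over the 11 libraries with edgeR's newer quasi-likelihood method. The cause was not tested, apart from the replicate number.

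Between Susp and Sep cells, 94 genes were called, 175 with the replicate number, 157 with DESeq2, 217 without the low-count filter, 144 over the 11 libraries with the replicate number, and 24 to 81 with 1 replicate left out (24 without replicate 3, 47 without replicate 4 and 56 without replicate 2). Between Adh and Sep cells, 309 genes were called, 384 with the replicate number, 465 with DESeq2 and 503 without the filter. The 11 libraries gave 519, 680 with the replicate number, 603 after GC and length correction and 608 with the newer method in addition. The count was 92 to 304 with 1 replicate left out (92 without replicate 4, 105 without replicate 3). For MS-5, 25 genes were called, 45 with the replicate number, 45 without the filter, 94 without a fold-change minimum, 51 after GC and length correction with the replicate number, and 7 to 27 with 1 replicate left out. The cause was not tested for these counts, apart from the minimum, which by construction adds genes with smaller changes, and the smaller number of libraries in the last range.

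With the replicate number over the 11 libraries, 2 BCR genes (CCL4 and LILRA4), 2 NF-κB genes (CCL4 and TNF) and 2 adhesion genes of Figure 6C (IGHD and TNF) were called, and after GC and length correction, 1 NF-κB gene (TNF) and 2 adhesion genes (AMIGO2 and TNF), over all 12 and over the 11 libraries alike. Adding the replicate number to the correction over all 12 libraries left 0 NF-κB genes and 1 adhesion gene (AMIGO2) called. Without a fold-change minimum, 2 adhesion genes (CYTH4 and IGHD) were called. With 1 replicate left out, 0 to 1 adhesion genes and 11 to 17 genes of Figure 2C were called, with 11 without replicate 4, against 20 over all 12 libraries, 24 with the replicate number, 26 without the low-count filter and 29 with the replicate number over the 11 libraries. The cause was not tested.

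The fall of the mitochondrial protein genes kept its direction, with medians from -1.77 to -1.49, in the settings for which these genes were tested as a set, and passed camera and fry in each of them except DESeq2, with which neither was run. The median of the nuclear oxidative phosphorylation genes, -0.02 over all 12 libraries, was 0.104 over the 11 libraries, 0.097 with the replicate number over them and 0.078 after GC and length correction over them, and -0.089 to 0.116 with 1 replicate left out, 0.116 being without replicate 2. Leaving out Susp replicate 2 is what these have in common. The median of the genes of S phase and mitosis was -0.10 after GC and length correction over the 11 libraries (camera adjusted p = 0.00505, range 0.00505 to 0.703), the one setting under which camera passed, while fry also passed over the 11 libraries (adjusted p = 0.0318) and with upper-quartile normalization (adjusted p = 0.0358); the cause was not tested.

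The difference in the BCR signature was -1.06 when genes under 1 RPKM were left out and 0.173 to 0.778 with 1 replicate left out, 0.778 being without replicate 2, and it was 0.644 when the 11 libraries were normalized on their own. The difference in the NF-κB signature was 0.10 as a mean of log2(RPKM + 1) and -3.11 to -1.33 with 1 replicate left out, -3.11 being without replicate 1. The cause was not tested. The share of variance on the first component was 33.5% with the 500 most variable genes and 27.5% over the 11 libraries, which differ from the 24.3% of all 12 by more than the SD of 1.13 over fits that left out 1 library.

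Of 87 comparisons of named genes, 49 kept their direction and call under the settings in which the gene was tested and its value was kept, at most 18 alternatives for each gene, 30 changed their call only and 8 changed direction. The other settings over the 11 libraries and with the newer quasi-likelihood method, which were added last, have stored calls for the genes of Figure 2C alone. Over all named genes and the settings set at the start, the value reversed 17 times and became weaker 57 times and stronger 14 times, and stayed the same 987 times; under the added settings this was 17, 8, 21 and 365 times. The genes that changed direction were near 0. ICAM1 (0.029) was -0.033 over the 11 libraries, -0.047 with the replicate number over them and -0.023 to 0.105 with 1 replicate left out, -0.023 being without replicate 2. NFKBIE (-0.019) was 0.0067 with thinned counts, 0.080 over the 11 libraries, 0.085 with the replicate number over them, 0.216 after GC and length correction, 0.216 with the replicate number in addition, 0.196 after the correction over the 11 libraries, and -0.127 to 0.092 with 1 replicate left out, 0.092 being without replicate 2. DUSP2 (-0.025) was 0.122 over the 11 libraries, 0.079 with the replicate number over them, 0.270 after GC and length correction, 0.267 with the replicate number in addition, 0.258 after the correction over the 11 libraries, and -0.239 to 0.131 with 1 replicate left out, 0.131 being without replicate 2. CD48 (-0.106) was 0.022 over the 11 libraries with the replicate number, and -0.151 to 0.0041 with 1 replicate left out, 0.0041 being without replicate 2. CD79A (-0.174) was 0.066 after GC and length correction, 0.069 with the replicate number in addition and 0.021 over the 11 libraries. ITGA4 (0.168) was -0.026 after the correction over the 11 libraries. ITGB1 (-0.0052) was 0.0058 with the replicate number, 0.0027 with DESeq2, 0.0061 without mitochondrial genes, 0.051 with thinned counts, 0.0042 in a model of Adh and Susp libraries alone, and -0.103 to 0.047 with 1 replicate left out. CSF1 (0.032) was -0.102 to 0.139 with 1 replicate left out, -0.102 being without replicate 4. The cause was not tested for these genes. Few counts limit the precision of genes near 1 CPM such as CCL3L3, HOXA13 and CST7, and whether depth decides their calls was not tested.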

Differences from the paper's values

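The settings described in this part as chosen after seeing the values were chosen only after the result was seen, and the other alternatives were set before it. The supplementary values come from the part of Table S1 that was readable.

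The paper reports 291 genes with altered transcript levels between Adh and Susp REC-1 cells, and 100 genes were called here over all 12 libraries. The log2 fold changes correlated with those of Table S1 with Pearson's r = 0.99973 over the 11 libraries (1607 genes) and 0.93821 over all 12. The paper also compared JeKo-1 with REC-1, and does not state whether both were fitted together. Such a fit was not run. Table S1 lists 15182 genes, and 12861 were tested here over all 12 libraries. Of the alternatives set before the data were examined, the replicate number as a term (281 genes), DESeq2 (239) and no low-count filter (341) came within 1.5 times the paper's count, and upper-quartile normalization (106), at least 10 counts in every library (99), no mitochondrial genes (86), thinned counts (89), no fold-change minimum (121), a model of Adh and Susp libraries alone (91) and the fits without replicates 1 to 4 (78, 70, 25 and 28) did not. Settings chosen after seeing the values that came within it were, all over the 11 libraries, no low-count filter (242), the replicate number (419), and at least 10 counts in every library with the replicate number (373). Other settings chosen after seeing the values did not, among them the 11 libraries alone (89) and GC and length correction (128).

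Fig. S5B shows an NF-κB signature of about 19 in REC-1 Adh cells, read by eye, against 12.2 ± 2.98 (SD, n = 4) here. With the alternatives set before the data were examined, the signature came within 1.5 times the paper's value when genes under 1 RPKM were left out (22.1) and without replicate 1 (13.4), and not with unscaled library sizes (12.2), without mitochondrial genes (12.44) or without replicate 2, 3 or 4.

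For ICAM1, the paper's Table S1 gives a log2 fold change of -0.0455 between Adh and Susp REC-1 cells, and the value over all 12 libraries was 0.0289. Of the alternatives set before the data were examined, only the fit without replicate 2 (-0.02) had the paper's sign. The 11 libraries, chosen after seeing the values, gave -0.03, and with the replicate number as a term -0.05.

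For CST7, the paper's Table S1 gives a q-value of 0.0415 against an adjusted p = 0.145 from edgeR here. Without the low-count filter it was 0.0420, and none of the other alternatives set before the data were examined in which CST7 was tested came within 1.5 times the paper's value (0.0904 to 0.423). For TRAF1, the table gives 0.0220 against an adjusted p = 0.198 from edgeR, and none of the alternatives set before the data were examined closed the gap (0.0884 to 0.578). Among the settings chosen after seeing the values for which the adjusted p-value of TRAF1 was kept, the lowest was 0.0767 after GC and length correction over the 11 libraries.

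The paper names the genes of Figure 2C as altered in both cell lines, and 13 of the 33 that could be read were not called here over all 12 libraries (CCL3L3, HOXA13, TRAF1, EIF4A1, MIR4453, MXD3, MT-RNR1, RP11-158L12.4, STARD4-AS1, PIP5KL1, MYO1G, LGALS9 and CST7). HOXA13, TRAF1 and MIR4453 were called under no setting run. Of the settings set before the data were examined, the replicate number as a term called LGALS9, MT-RNR1, MXD3 and RP11-158L12.4, DESeq2 called LGALS9, MXD3 and RP11-158L12.4, the model without the low-count filter called these and CST7, EIF4A1 and MT-RNR1, and the fit without replicate 3 called MT-RNR1.

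Settings chosen after seeing the values called further genes of the 13. Over the 11 libraries STARD4-AS1 was called, and with the replicate number CCL3L3, EIF4A1, LGALS9, MT-RNR1, MXD3, MYO1G, PIP5KL1, RP11-158L12.4 and STARD4-AS1. Without the low-count filter the 11 libraries called CCL3L3, EIF4A1, LGALS9, MT-RNR1, MXD3, RP11-158L12.4 and STARD4-AS1, and with the replicate number in addition the same genes with MYO1G in place of CCL3L3. With at least 10 counts in every library and the replicate number, they called EIF4A1, LGALS9, MT-RNR1, MXD3 and MYO1G, and with DESeq2 RP11-158L12.4 and STARD4-AS1. GC and length correction called LGALS9, MT-RNR1 and RP11-158L12.4, with the replicate number also MXD3, and over the 11 libraries CCL3L3, MT-RNR1 and STARD4-AS1. With edgeR's newer quasi-likelihood method, the correction called CCL3L3, LGALS9, MT-RNR1 and RP11-158L12.4, with the replicate number also MXD3, and over the 11 libraries CCL3L3, MT-RNR1, RP11-158L12.4 and STARD4-AS1.

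In Fig. 4B the BCR signature of REC-1 cells is slightly higher in Susp (about 9.5, read by eye) than in Adh cells (about 9.2, read by eye), and here it was higher in Adh cells, by 0.363. In Fig. S5B the NF-κB signature is slightly higher in Adh than in Susp cells (about 18 in Susp, read by eye), and here the difference was -2.12. Of the alternatives set before the data were examined, leaving out genes under 1 RPKM gave the direction of the figure for the BCR signature (Susp 11.4, Adh 10.3, a difference of -1.06), and the mean of log2(RPKM + 1) gave it for the NF-κB signature (0.10), and the others did not. Neither difference passed a test here.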

Other observations

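The tests of the replicate number, of GC content among the called genes, of the mitochondrial pseudogenes and of slower proliferation as an explanation in this part were chosen only after the result was seen, and the GC and length correction, wherever it is used, was added after seeing the data. The thinning of counts and the lists of S phase and mitosis genes and of mouse mitochondrial genes were set at the start, and the remaining tests of the mitochondrial fall were chosen after the fall was seen and before their own values were.

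The lower mitochondrial transcripts of REC-1 Adh cells were tested against technical explanations. After GC and length correction the median log2 fold change of the 13 protein genes between Adh and Susp cells was -1.60, and with counts thinned to the smallest library -1.63, so neither trend nor depth accounts for it. The 10 most abundant genes took 0.242 percentage points less of the counts in Adh cells (a difference of -0.242), too little to move the share of other genes. Pseudogenes of mitochondrial genes in the nuclear genome did not gain reads, with a median of -1.58 and 0 of 4 tested higher. Of 35 splits of the 8 libraries, 1 (the real one) gave a median as far from 0, also over the 11 libraries.

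Adh libraries differ from Susp libraries in that they hold RNA of both species, and a loss of mitochondrial RNA from the whole library would lower the mouse genes alike. In the same libraries, 7 of the 13 mouse mitochondrial protein genes could be tested, since the other 6 had at most 30 counts in any library. All 7 were lower in coculture than in MS-5 cells alone, with a median of -0.48 (range -0.54 to -0.40), and 0 were called. The difference in their mean did not pass an exact permutation test (p = 0.286), and camera gave p = 0.00432 and fry p = 0.232. The mouse share on mitochondrial genes was 0.295% ± 0.0935 (SD, n = 4) in coculture and 0.411% ± 0.132 (SD, n = 4) in MS-5 cells alone. In these 7 genes, a loss in coculture relative to MS-5 cells alone was thus smaller than the human fall of -1.64. Part of the fall may be shared, which these data leave open. A loss common to all adherent layers would lie in both mouse groups and cancel, so this comparison cannot decide it. Any difference in how the fractions were collected goes with the condition and was not tested.

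Slower proliferation of adherent cells is 1 biological candidate explanation. The 30 genes of S phase and mitosis had a median log2 fold change of -0.067 over the 11 libraries and -0.082 over all 12. Of these, 0 were called in either set, adjusted over the list alone 0 passed, and 13 and 11 had an unadjusted p-value below 0.05. Neither camera call passed (adjusted p = 0.0786 and 0.479), and fry passed over the 11 libraries only (adjusted p = 0.0318 and 0.212). Of 35 splits, 1 gave a median as far from 0 in either set. With 11 genes higher and 19 lower in both sets, the median does not decide, and slower proliferation and other causes of the mitochondrial fall cannot be told apart.

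The nuclear oxidative phosphorylation genes were higher in coculture than in monoculture. Over the 11 libraries their median log2 fold change was 0.14 for Susp and 0.26 for Adh against Sep cells (camera adjusted p = 1.05e-09 and 1.69e-15, both held under fry), and over all 12 it was 0.28 and 0.26 (camera adjusted p = 1.93e-14 and 6.47e-12, fry adjusted p = 0.0735 and 0.0522, neither held). After GC and length correction the smaller of these medians was 0.18 over all 12 libraries and 0.105 over the 11. That trend is thus not the whole. No other explanation was tested. Between Adh and Susp cells, all 35 of 35 splits of the 8 libraries gave a median at least as far from 0 as the real one, and 2 of 35 over the 11 libraries.

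With the replicate number as a term, 2.81 times as many genes were called between Adh and Susp cells as without it. After GC and length correction, 130 genes were called with the term and 128 without it, a ratio of 1.02. A GC and length trend shared by libraries of the same replicate number may thus be part of what the term removes. The correction alone, at 128 genes, did not reach the 281 called with the term alone. For MS-5, 51 genes were called with the term after correction and 26 without it. The Spearman correlation across genes between deviation and GC content was -0.68, -0.65 and -0.59 in Sep, Susp and Adh cells of replicate 1, 0.43, 0.48 and 0.49 in replicate 2, 0.07, 0.06 and -0.25 in replicate 3 and 0.59, -0.27 and 0.48 in replicate 4, so it had the same sign in all 3 groups in replicates 1 and 2 only. The deviations of libraries with the same number correlated over genes, for replicates 1 to 4, with r = 0.312, 0.0579, -0.0122 and -0.0205 between Adh and Susp, 0.321, 0.0215, 0.0190 and 0.0162 between Susp and Sep, 0.308, 0.126, -0.00218 and 0.198 between Adh and Sep, and 0.286, 0.0829, 0.0333 and 0.161 between MS-5 in coculture and alone. Genes are not independent replicates.

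The called genes follow GC content. The median GC content was 54.7% in the 86 genes lower in Adh than in Susp cells, 42.9% in the 14 higher and 47.5% in all tested genes, and the log2 fold change correlated with GC content across genes (Spearman's rho = -0.63 over all 12 libraries, -0.47 over the 11). After GC and length correction, 128 genes were called (39 higher, 89 lower), 71 of the 100 among them, and 72 of the 89 of the 11 libraries. GC content or length may thus be part of what some calls reflect, and it is not the whole for these 71. Of 35 splits, 1 gave as many calls for Adh against Susp (largest other 0), and for the 11 libraries (largest other 4), Susp against Sep (largest other 0) and Adh against Sep (largest other 0) alike.

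Mouse reads among the human counts are small for the 14 genes higher in Adh than in Susp cells. For the 12 with a mouse gene of the same symbol, expected misassigned mouse reads made up a median of 0.000282% and at most 0.162% of the rise.

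Of the genes labelled in Figure 2E for REC-1, 23 of 26 were tested and 9 were called over the 11 libraries (TRPM4, SLC9B2, DCLK2, MT-ND6, NECAB3, MT-ND1, MT-CO3, MANBA and LAMP5) and 8 over all 12 (the same without LAMP5), and adjusted over the list alone 13 passed in each set, PRKD2 only over all 12 and LAMP5 only over the 11. Of the 28 labelled for JeKo-1, 1 (LILRA4) was called in REC-1 cells in both sets, and adjusted over the list alone 2 (LILRA4 and CCL4) passed over the 11 libraries and 1 over all 12. The labels were chosen on these samples, so these counts are not independent evidence.

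BTK (ENSG00000010671) was at 325.8 ± 11.0 CPM (SD, n = 4) in Adh and 368.4 ± 18.7 CPM (SD, n = 3) in Susp cells over the 11 libraries, a log2 fold change of -0.18 (edgeR adjusted p = 0.249), and -0.18 over all 12 (edgeR adjusted p = 0.258). CCL3 had a log2 fold change of 0.91 over the 11 libraries and 0.62 over all 12 (edgeR adjusted p = 0.178 and 0.337), with Susp replicate 2 at 2.70 CPM. IL10 had 2 to 12 counts per library and was not tested. Counted fragments of both species were 21089135 ± 12940059 per library (SD, n = 16), from 9325412 to 46919904.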
